# Decoding cellular stress states for toxicology using single-cell transcriptomics

**DOI:** 10.1016/j.namjnl.2025.100046

**Published:** 2025-08-26

**Authors:** Imran Shah, David Gallegos, Brian Robinette, Bryant A. Chambers, Dennis J. Eastburn, Douglas A. Bell, Michelle R. Campbell, Suzanne N. Martos, Salvatore Camiolo, Kevin S. White, Nicole Martin, Gioele Montis, Joel McComb, Bruce Seligmann, Brian N. Chorley

**Keywords:** Adaptive stress response, single-cell transcriptomics (SCTr), cell states, cell strate transition graph, computational toxicology, HepaRG

## Abstract

We applied the TempO-LINC® platform to generate single-cell transcriptomic (SCTr) profiles of ∼40,000 HepaRG cells exposed to etoposide, brefeldin A, cycloheximide, rotenone, tBHQ, troglitazone, and tunicamycin at three concentrations for 24 hours. SCTr enabled a detailed analysis of adaptive stress response pathways (SRPs), including the unfolded protein response (UPR), oxidative stress response (OSR), heat shock response (HSR), and DNA damage response (DDR). Troglitazone upregulated lipid metabolism genes (*PLIN2, ACOX1*) along with HSR and UPR activation, with co-expression of *DNAJA1, HSP90AA1*, and *DDIT3* in subsets of cells. Brefeldin A and tunicamycin strongly induced UPR markers (*HSPA5, SYVN1, LMF2, PDIA4*) in subsets of cells, with some also expressing apoptotic (*DDIT3, CASP8*) and autophagic (*SQSTM1*) genes, indicating diverse stress responses. Rotenone activated *GDF15, TRIB3*, and *DDIT3* in a fraction of cells, accompanied by *PLIN2* and mild UPR induction, reflecting heterogeneous mitochondrial stress responses. We scored individual cells using literature-derived SRP gene signatures to characterize overall stress phenotypes and clustered them using a generalized Jaccard metric. The clustering revealed five phenotypic groups spanning cell states associated with homeostasis, adaptive responses, terminal outcomes, autophagy, and apoptosis. By systematically analyzing the distributions of cells in different states across treatments, we visualized dynamic shifts in cellular subpopulations responding to chemicals, revealing early stress responses and potential transitions to cell death. Our findings suggest the utility of SCTr in decoding stress states that could provide possible insights into transitions between cellular adaptive and terminal transitions involved in toxicity.

## Introduction

Traditional animal-based toxicity testing remains too resource-intensive and time-consuming to support the comprehensive safety evaluation of the vast number of chemicals currently in commerce (US EPA, 2019). In response, the U.S. Environmental Protection Agency (USEPA) and international stakeholders have prioritized the development of New Approach Methodologies (NAMs) that reduce animal use while improving human relevance and mechanistic insight (USEPA, 2018; Russell S Thomas et al., 2019). High-throughput transcriptomics (HTTr) is a key NAM that enables rapid, genome-wide profiling of chemical-induced gene expression changes in human cell models, supporting both hazard identification and mechanistic interpretation (Bundy et al., 2024; Harrill et al., 2024). However, conventional HTTr approaches typically rely on bulk RNA sequencing, averaging gene expression across all cells in a population and obscuring heterogeneity in cellular responses (Potter 2018) that may be critical to understanding toxicity (Chen et al., 2024).

Single-cell transcriptomics (SCTr) offers a powerful approach for resolving heterogeneous cell states that may underlie differential sensitivity to toxicants and play key roles in pathology and disease (Aldridge and Teichmann, 2020). Unlike bulk transcriptomics, which captures average responses across cell populations, SCTr can uncover rare or divergent cellular phenotypes critical for understanding mechanism-based toxicity. This resolution makes SCTr a promising complement to HTTr, with the potential to identify unique stress-induced biomarkers and mechanistic signals that may be masked in population-level data.

We are particularly interested in using SCTr to explore cellular tipping points, previously identified across multiple cell types and assay platforms (Shah et al. 2016; Frank et al., 2018; Saili et al., 2020). These tipping points represent critical thresholds beyond which stress responses shift from homeostatic adaptation to irreversible terminal cellular outcomes, such as apoptosis or autophagy (Fulda et al., 2010). By characterizing adaptive and terminal cell states, SCTr could elucidate the molecular switches that underlie transitions to toxicity and allow for the identification of early warning markers before overt cellular damage occurs (Szegezdi et al., 2006). Such markers could improve confidence in HTTr-based NAMs by clarifying when chemical-induced gene expression changes are likely to reflect protective responses versus early indicators of pathology. This mechanistic resolution is critical for improving the predictive power of and confidence *in vitro* models in chemical risk assessment (Jennings, 2015).

Adaptive stress response pathways (SRPs) are evolutionarily conserved cellular programs that maintain homeostasis under conditions of chemical or environmental stress. These include the unfolded protein response (UPR), oxidative stress response (OSR), heat shock response (HSR), and DNA damage response (DDR), among others (Hiemstra et al., 2017; Vihervaara and Sistonen, 2014). While SRPs are protective under transient stress, prolonged activation can result in terminal outcomes such as apoptosis, autophagy, or senescence—cellular fates that have been implicated in chemical-induced liver diseases, including steatohepatitis and hepatocellular carcinoma (Kanda et al. 2018; Spaan et al. 2019; Kouroumalis et al., 2021). Thus, distinguishing adaptive versus adverse responses is a critical need in implementing NAMs for regulatory toxicology (Middleton et al., 2017). Mapping cell states along this continuum may help relate molecular changes to phenotypic outcomes and improve the interpretation of *in vitro* assays in terms of potential *in vivo* pathology.

In this preliminary study, we evaluated whether SCTr could resolve stress-related cellular phenotypes and their progression under chemical stress. We used the TempO-LINC® platform to profile ∼40,000 single HepaRG cells exposed to seven well-characterized reference stressors—etoposide, brefeldin A, cycloheximide, rotenone, tBHQ, troglitazone, and tunicamycin—each applied at three concentrations for 24 hours. HepaRG cells were selected due to their ability to differentiate into hepatocyte- and cholangiocyte-like cells and their extensive use in liver toxicity research (Guillouzo et al., 2007; Gerets et al., 2012). These exposures were chosen to activate SRPs relevant to liver toxicology, to identify chemically induced stress states.

To this end, we analyzed stress pathway activities and downstream cell fate markers, including apoptosis, autophagy, and senescence. Literature-derived gene signatures and pathway activity scores were used to cluster individual cells into phenotypic groups, enabling a systems-level view of how cells transition from homeostasis through adaptation and, in some cases, to terminal outcomes. By capturing this heterogeneity and putative responses, we demonstrate the potential of SCTr to provide mechanistic insights into early toxicity events and cellular tipping points—key features that can enhance the predictive value of NAMs and support their application in chemical safety assessment.

## Methods

The workflow for the entire study is outlined in Fig. 1, and the steps are described below.

**Fig. 1:**
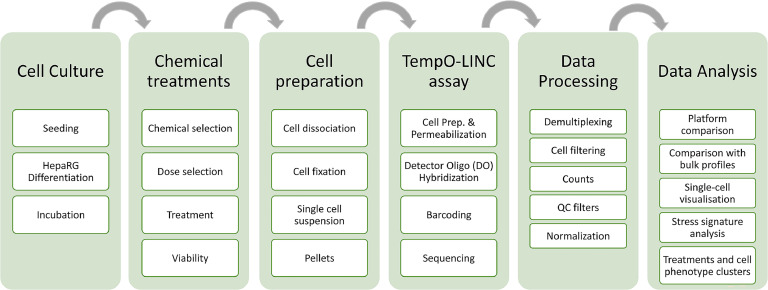
Single-Cell transcriptomics workflow. This figure illustrates this study's overall workflow for conducting single-cell transcriptomics (SCTr). The process begins with cell culture, followed by chemical treatments to induce cell stress responses. Cells are then prepared for single-cell analysis by fixation, dissociation, suspension, and pellet formation. The TempO-LINC assays are then used to generate the SCTr data. Finally, the data analysis stage involves identifying gene expression changes, clustering cells, and performing connectivity mapping to assess pathway activation in response to treatments, and identifying phenotypic clusters of cells.

### Chemical selection

A set of 8 chemicals (including DMSO control) was tested to investigate distinct mechanisms of cellular stress responses (Table 1). Chemical concentrations were selected to ensure that they did not induce significant cell death in HepaRG cells by keeping them below the AC50 for cytotoxicity, which was assessed by measuring LDH release. Brefeldin A, recognized for its role in inducing the UPR by disrupting ER-to-Golgi protein transport (Sciaky et al. 1997), was used at concentrations of 0.001, 0.01, and 0.100 µM. Etoposide, a well-known DDR activator and a topoisomerase II inhibitor (Hande 1998), was included at doses of 0.25, 2.5, and 25 µM to assess DDR activation and cytotoxicity. For investigating oxidative stress response (OSR), tert-butylhydroquinone was chosen for its ability to activate the *NRF2* pathway, a key player in cellular defense against oxidative stress (Kensler, Wakabayashi, and Biswal 2007), and was tested at concentrations of 3, 30, and 300 µM. Rotenone, known to induce mitochondrial stress by inhibiting the mitochondrial electron transport chain (Isenberg and Klaunig 2000), was tested at concentrations of 0.2, 0.4, and 0.8 µM. Cycloheximide, a protein synthesis inhibitor impacting many cellular processes (Schneider-Poetsch et al. 2010), was tested at concentrations of 0.200, 2.000, and 20.000 µM. Tunicamycin, another UPR inducer known for inhibiting N-linked glycosylation (Heifetz and Lennarz 1979), was tested at concentrations of 0.001, 0.010, and 0.100 µM. Lastly, troglitazone, a *PPARγ* agonist influencing lipid metabolism and mitochondrial function (Rogue et al. 2010) and can modulate PPARα pathway activity (Aljada et al. 2001), was tested at concentrations of 0.001, 0.010, and 0.100 µM. Lastly, 0.1 % dimethyl sulfoxide (DMSO) was used as the vehicle control for all treatments. These test chemicals, spanning a range of concentrations, were selected to provide a comprehensive view of transcriptional responses across different cellular stress pathways without reaching a concentration level of each producing significant cell loss.

**Table 1:** Chemical treatments, mechanisms, and viability.

Chemical	Mechanisms	Conc (µM)	Viability
Brefeldin A	UPR	0.001	94
		0.01	86
		0.1	88
DMSO	Control		94
Etoposide	DDR	0.25	92
		2.5	87
		25	83
tert-Butylhydroquinone	OSR	3	82
		30	86
		300	81
Rotenone	Mitochondrial stress	0.2	96
		0.4	96
		0.8	90
Cycloheximide	Protein synthesis inhibitor	0.2	85
		2	88
		20	97
troglitazone	PPARA	0.001	80
		0.01	83
		0.1	87
Tunicamycin	UPR	0.001	94
		0.01	88
		0.1	90

### Cell culture and treatments

Terminally differentiated human hepatic cells (NoSpin HepaRG™) provided directly from the distributor (Lonza, Morrisville, NC) were seeded at 3 × 10^3^ cells/cm^2^ in 24-well plates coated with rat tail collagen (Sigma-Aldrich, Saint Louis, MO) at a density of approximately 5 µg/cm^2^. After dispersion and seeding, cells were allowed to settle in the plate at room temperature for ∼2 hrs in a biosafety cabinet before being transferred to an incubator set at 37°C, 5 % CO_2_. Cells were incubated for 7 days in HepaRG Base Medium with Supplement (MH100; Lonza) plus Thawing and Plating additive (MHTAP; Lonza) before treatments, changing the media every 48–72 hrs (Angrish et al. 2017). Cell culture was observed for abnormal morphological changes or cell loss during this incubation by light microscopy. The observed morphology was clusters of cells described as islands of hepatocyte-like cells surrounded by cholangiocyte-like cells (Marion, Hantz, and Durantel 2010). During cellular treatment, 0.1 % DMSO was used as a vehicle control, corresponding to the final vehicle percentage for all solubilized chemicals. Treatments were carried out for 24 h before termination. Given the high reproducibility of transcriptomic responses previously reported across independent HepaRG cultures, and in light of the exploratory nature of this study, we used a single treated culture per condition as a reasonable approach. This design enables the capture of representative cell population responses at single-cell resolution that could provide valuable insights into the heterogeneity and pathway-level activity induced by chemical exposure.

### Cell preparation: dissociation & fixation

Following treatment, cells were dissociated into a single-cell suspension. Cell counts and viability were determined with a fluorometric Nexcelom Cellometer automated cell counter (Nexcelom Biosciences, Lawrence, MA) using Acridine Orange (AO)/Propidium Iodide (PI) stain (Perkin Elmer, Inc., Waltham, MA), following manufacturer’s instructions, and then the cells were fixed and processed for single-cell library construction. Cells were dissociated in a 24-well plate for the TempO-LINC assay to provide the necessary cell input. Cells were initially incubated for 11 min at 37°C in 0.25 % Trypsin-EDTA (Thermo Fisher Scientific) with 40 mM DTT, 0.1 mg/ml actinomycin D, 1 mg/ml anisomycin, and 6 mM RNaseOUT recombinant ribonuclease inhibitor (Thermo Fisher Scientific, Waltham, MA) in 250 µl volume, followed by an additional 15 min 37°C incubation after adding 250 µl 0.5 % Collagenase Type 1 (Worthington, Lakewood, NJ) in EBSS (Earle's Balanced Salt Solution) and DTT (Dithiothreitol) 40 mM DTT (Dithiothreitol) and 6 mM RNaseOUT. Using a wide-bore pipette tip, cells were then dissociated by gentle pipetting for 10 min, 2 ml of 37°C HepaRG Base Medium was added to stop enzymatic activity, and cells were pelleted at 200 xg for 3 min at 4°C. After media removal, cells were resuspended in 1 ml cell suspension media (1X PBS, 0.5 % Opti-Prep Density Gradient Medium (Sigma-Aldrich), 0.1 % Bovine Serum Albumin Fraction V (Thermo Fisher Scientific, Waltham, MA), 6 mM RNaseOUT) pre-chilled to 4°C. The cells were pelleted twice more at 200 xg for 3 min at 4°C, washing each time with fresh Cell Suspension Media. After the final wash, cells were filtered through a 40 µm nylon cell strainer, transferred, and stored in a Lo-Bind tube (Eppendorf North America, Hauppauge, NY).

For the TempO-LINC® assay samples, dissociated cells were fixed in 1 % paraformaldehyde solution in 1 X PBS at room temp for 25 min with slow rocking, then quenched in 1:1 vol of 10 mM Tris 0.1 % Pluronic F-68 (Thermo Fisher Scientific). Cells were then pelleted at 500x*g* for 5 min at 4°C and washed in 0.1 % Pluronic F-68, 0.1 % BSA Bovine Serum Albumin Fraction V, 0.1 U/µl Superase*In (Thermo Fisher Scientific) and 0.1 U/µl Enzymatics (Qiagen, Germantown, MD) ribonuclease inhibitors, and 40 mM DTT. After a final spin, most of the supernatant was removed, and cells were frozen at -20°C overnight, then stored at -80°C until library prep. For 10X chromium assay and Parse single-cell whole transcriptome analysis, cells were processed using the protocol and kit reagents provided with each platform (see Supplementary Information).

### Single cell transcriptomic sequencing with TempO-LINC

TempO-LINC® single-cell sequencing libraries were prepared using the TempO-LINC v1.0 protocol (BioSpyder, Carlsbad, CA) by BioSpyder. Briefly, saponin-permeabilized cells from each sample were first hybridized with BioSpyder TempO-Seq whole transcriptome WT v2.1 Detector Oligos (DOs) that had been 5′ phosphorylated. Following hybridization, excess DOs were washed away, and the remaining DOs hybridized to target mRNA were ligated at 37°C for 1 hr. Samples were then labeled by distributing them into 48 wells of a microplate. Each well contained fixed cells from one of the treatment samples and one of 48 unique molecular barcodes (“barcode 1″). Then the barcodes were ligated to the 5′ phosphorylated detector oligos, still hybridized to mRNA within the fixed cells. This first barcode not only comprised a portion of each cell-specific barcode, but since each treatment sample was placed into a unique well for ligating on barcode 1, barcode 1 also identified the treatment condition. Cells were pooled following the first sample barcode ligation and then redistributed into wells of a plate containing 48 additional barcodes (“barcode 2″) were ligated onto barcode 1. Following pooling and a third round of barcode addition by ligation (“barcode 3”), after which unique molecular indexes (UMIs) were also added, cells were pooled once again and then distributed into 12 PCR tubes, and the fully barcoded DOs were amplified with indexed primers, a separate unique index being added to each PCR tube. Combining these barcodes and UMIs allows single-cell RNA sequencing to efficiently process large numbers of cells from multiple samples, allowing for comprehensive analysis of cellular heterogeneity and gene expression patterns (Eastburn et al. 2024). Amplified DNA was pooled, purified, and quantified before paired-end sequencing on an Illumina NovaSeq 6000 using an S4 flow cell. Sample library preps were verified and quantified using a Bioanalyzer by assessing fragment size distribution and ensuring the absence of primer dimers or degraded RNA.

#### Raw data processing

To generate the TempO-LINC® single-cell expression data, barcoded reads were demultiplexed using software available from BioSpyder, with additional details provided elsewhere (Eastburn et al. 2024). Briefly, reads were scanned to find the sequences of the barcodes, allowing an offset of up to 3 nucleotides from their expected positions and 1 mismatch from their expected sequence to allow for gaps and variations due to minor sequencing errors. Reads featuring the same barcode combination were pooled together into barcode-associated clusters. The demultiplexed reads were then grouped by treatments into fastq files and made available at the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under accession SRAXXXXX. A cell calling read threshold was set at 10,000 reads/cell based on inflection point analysis of a ranked barcode distribution plot (knee plot). Cell-associated reads were then aligned to the reference human whole transcriptome TempO-Seq probe sequences using bwa v. 0.7.17 (mem algorithm, parameters: -v 1 -c 2 -L 100). UMIs were used to collapse the reads originating from the same transcript and remove any PCR duplicates. The probes featuring a UMI count >0 for each single-cell alignment indicated an expressed/detected gene. Cell count tables were generated using the software featureCount v 2.0.1, including 33,742 cells and 22,533 mRNA probes (BioSpyder human transcriptome probes v2.1). The count data for cells are made available in the NCBI Gene Expression Omnibus (GEO) under accession GSE299113.

### Data normalization

The raw cell count tables were filtered to include only cells with more than 10,000 counts and 1000 detected genes. This ensured the inclusion of cells with sufficient transcriptomic information and depth, thereby enhancing the reliability and interpretability of the data (Lun, McCarthy, and Marioni 2016). The counts within each cell were normalized to 10,000 counts per cell to mitigate variations in gene expression levels due to differences in cell size or sequencing depth (Wolf, Angerer, and Theis 2018). Following normalization, the data were log_2_ transformed to stabilize the variance across the range of expression levels (Soneson and Robinson 2018). We applied batch correction to mitigate the impact of separate experimental runs using Harmony, which projects cells into a shared embedding by iteratively adjusting for known sources of variation, while preserving biological differences across cells (Korsunsky et al., 2019). To focus on the most informative features of the dataset for visualisation, we identified the 2000 most highly variable genes employing the `seurat_v3` algorithm, which selected genes with significant variability in expression. These genes often drive biological processes and cellular heterogeneity (Stuart et al. 2019). To facilitate visualization, we performed stratified sampling to create a balanced subset of cells with equal representation from each treatment condition. This balanced dataset was then visualized in two dimensions using t-distributed stochastic neighbor embedding (t-SNE) with perplexity = 25 and learning rate = 1000.

### Platform comparison

A platform comparison was conducted to benchmark the performance of three single-cell transcriptomics (SCTr) technologies: BioSpyder TempO-LINC, Parse Evercode Whole Transcriptome Kit v1.3.1 (Parse Biosciences, Seattle, WA), and 10X Chromium Single Cell 3′ Gene Expression Kit v3.1 (10X Genomics, Pleasanton, CA). These technologies employ distinct microfluidic and molecular barcoding strategies to capture the transcriptome of individual cells. To evaluate the comparative performance of these platforms, we analyzed separate cultures of DMSO-treated HepaRG cells. Due to differences in sample processing and data generation protocols between the Parse Evercode and 10X Chromium platforms, detailed descriptions of these protocols are provided in Supplementary Methods.

### Estimating the fraction of cells with responsive genes

To determine the fraction of treated cells showing significant upregulation of a gene compared to control cells, we used a statistical approach based on the negative binomial (NB) distribution, which is well-suited for modeling these data (Love et al., 2014). Given the expression levels across $n_{1}$ treated and $n_{2}$ control cells, we calculated the fraction ($f_{0}$) of treated cells whose expression exceeded a threshold defined as $\mu_{ctrl}*2^{L2FC_{0}}$, where $\mu_{ctrl}$ is the mean expression in control cells and $L2FC_{0}$ is a predefined log₂ fold-change threshold (e.g., $L2FC_{0}=1$ for a two-fold increase). To model gene expression in control cells, we estimated parameters for an NB distribution, which accounts for overdispersion in count data. Using the method-of-moments, we estimated the dispersion and probability parameters based on the mean and variance of control expression levels. Under the null hypothesis that treated cells follow the same distribution as controls, we calculated the probability that a cell's expression exceeds the threshold using the NB survival function. We then used a binomial model to compute a p-value, representing the probability of observing at least as many upregulated cells by chance. This method provides both the fraction of treated cells for which the *L2FC* value of a gene exceeds the *L2FC* threshold and a statistical measure of confidence in the result. We refer to the fraction of cells for which the gene has *L2FC*>1 as FGT1+.

### Comparison with bulk differential expression

To compare chemical effects at the single-cell level with those expected in bulk measurements, we generated bulk (or "pseudo-bulk") transcriptomic profiles by aggregating single-cell data, as conventional bulk RNA-seq data were not available. The bulk profiles for TempO-LINC® samples were created by summing the raw gene counts from a subset of single cells exposed to the same chemical treatment. Specifically, three replicates were generated for each treatment by randomly sampling 33.33 % of the single-cell transcriptomic profiles without replacement, and the summed gene counts were used to construct each pseudo-bulk profile. This approach consolidates transcriptomic data, reducing noise from single-cell variability while preserving dominant gene expression signals driven by chemical treatments. Differential expression analysis using the pseudo-bulk profiles was performed using DESeq2 (Love et al., 2014) to compare each treatment condition against the DMSO control. DESeq2 was used to calculate log2 fold change values and p-values for all genes, quantifying relative changes in gene expression. The p-values were adjusted for multiple comparisons using the false discovery rate (FDR) correction to obtain q-values (Benjamini and Hochberg, 1995). This analysis identified genes significantly upregulated or downregulated in the pseudo-bulk transcriptomic profiles as a response to chemical exposures, providing insights into affected biological pathways and processes. We refer to the differential gene expression estimated from bulk transcriptomic profiles as bL2FC.

### Relating transcripts to biological mechanisms and cell types

Understanding the transcriptional regulation of key pathways was critical for elucidating cellular responses to the chemicals tested in this study. Transcriptomic responses were related to specific biological mechanisms by focusing on key transcriptional targets within SRPs. The SRPs included UPR, DDR, OSR, HSR, HPX, and cell fate pathways such as APO, AUT, SEN, and peroxisome proliferator-activated receptor alpha (PPARα) signaling. Mechanisms were assigned based on key transcriptional targets identified through a comprehensive literature review. For the UPR, the transcription factors PERK (EIF2AK3) and IRE1A (ERN1) were focused upon. For the OSR, NRF2 (NFE2L2) targets were identified. The DDR was examined through the P53 (TP53) targets, and the HSR was studied by focusing on *HSF1*. Transcriptional targets for APO, AUT, CCA, and PPARα were identified based on existing literature. A detailed list of these targets for each mechanism is provided in Supplementary Table 1 (Table S1).

Identifying hepatocytes and cholangiocytes in SCTr data using transcripts relies on particular molecular markers. Albumin (ALB) serves as the gold standard marker for hepatocytes, with its liver-specific expression and abundance making it ideal for hepatocyte identification (Kmieć 2001). Hepatocyte nuclear factor 4-alpha (HNF4A) is a master transcription factor essential for hepatocyte differentiation and liver function (Walesky and Apte 2015). Additionally, apolipoprotein B (APOB), a key regulator of lipid metabolism and a major component of very-low-density lipoproteins (VLDL), is highly expressed in hepatocytes (Hussain, Strickland, and Bakillah 1999) and provides another robust marker for identifying this cell type. Arginase 1 (ARG1) shows high hepatocyte specificity as a critical urea cycle enzyme (Yan et al. 2010). For cholangiocytes, keratin 7 (KRT7) and keratin 19 (KRT19) represent the most reliable markers, with their consistent expression in biliary epithelium but absence in hepatocytes (Zhao et al. 2009). SOX9, a transcription factor crucial for bile duct morphogenesis, shows high specificity for cholangiocytes in the liver and is an excellent marker for biliary identification (Lin et al. 2022). CFTR and SCTR (secretin receptor) also demonstrate cholangiocyte specificity, with functional roles in bile secretion and modification (Venter et al. 2015). A detailed list of these and additional markers for each cell type is also provided in Table S1.

### Gene signatures of biological mechanisms

We also developed gene signatures for various biological mechanisms to complement individual gene markers. These signatures were constructed using a literature-mining approach based on the methodology outlined by Chambers et al. (Chambers et al. 2024). The process involved several key steps to identify relevant genes associated with specific biological mechanisms. First, we compiled a comprehensive list of all gene names and mechanisms (along with synonyms) and searched all PubMed abstracts for their co-occurrence. These mechanisms included OSR, UPR, HSR, HPX, DDR, AUT, SEN, and APO. Next, we quantified the strength of association between each gene and the mechanism by calculating normalized point-wise mutual information (nPMI) scores (Watford et al. 2018). The nPMI measures the statistical association between two terms, normalized to account for their frequencies. This approach allowed us to identify genes frequently mentioned in connection with a particular mechanism but also disproportionately associated with it compared to other genes. We applied a filtering step to refine the gene signatures, retaining only gene-term co-occurrences with an nPMI score greater than 0.2. This threshold excludes weak or spurious associations, ensuring the identification of meaningful connections between selected genes and biological mechanisms. Finally, we defined gene signatures of different lengths for each mechanism by selecting the top 50, 100, 150, and 200 genes based on their co-occurrence frequency and nPMI scores. These signatures were further validated against established genes (Chambers and Shah 2021) for UPR, OSR, DDR, HSR, MSR, and HPX, ensuring consistency and relevance. The resulting signatures, linking 1775 genes to SRPs, provide a robust tool for linking transcriptomic data to specific biological processes and are included in Supplementary Table 2 (Table S2).

### Connectivity scoring between gene signatures and transcriptomic profiles

Normalized single-cell transcriptomic (SCTr) profiles were standardized to facilitate treatment comparison and identify cellular responses relative to controls. Standardization was performed using the mean and standard deviation (SD) of the DMSO-treated control cells, generating a z-score (Z) for each gene in all chemical-treated cells. The z-score represents the differential expression of a gene, expressed as the number of SDs above or below the mean of the control, providing a quantitative measure of deviation from the baseline expression level. To capture the most responsive genes in each cell, the top 200 upregulated and 200 downregulated genes were selected based on their *Z* values, and this subset was denoted as *Z*^200^. The connectivity between *Z*^200^ and each SRP signature was calculated using the generalized Jaccard (gj) similarity metric. This metric measures the degree of overlap between gene signatures and profiles as a score (between -1 and 1) while accounting for differences in their relative expression levels, enabling the identification of pathways that are most closely associated with each cell's transcriptional response. This approach allowed for the mapping of stress response activities for OSR, UPR, HSR, HPX, DDR, AUT, SEN, and APO at single-cell resolution. Further details about connectivity mapping are available in (Shah et al. 2022).

### Evaluating the significance of gene signature scores

The significance of chemical effects on SRPs measured by connectivity mapping and z-scores (henceforth referred to as “gene signature scores”) was assessed using two-way ANOVA to evaluate the impact of both chemical concentration and signature length. For each chemical-SRP combination, linear models were fitted with z-scores as the dependent variable and concentration and signature length as independent factors. While p-values (PR>F) from ANOVA indicated statistical significance of effects, due to the large sample size, effect sizes were quantified using eta-squared (η²) to determine practical significance. Eta-squared values, calculated as the ratio of factor sum of squares to total sum of squares, were interpreted as small (η² ≈ 0.01), medium (η² ≈ 0.06), or large (η² ≈ 0.14) effects (Richardson 2011). The direction and magnitude of effects were determined from the slope coefficients of the linear models, with positive slopes indicating activation and negative slopes indicating inhibition of the pathway with increasing concentration or signature length.

### Clustering and visualizing stress response states

Stress response activities for OSR, UPR, HSR, HPX, DDR, AUT, SEN, and APO were analyzed at single-cell resolution using *k*-means clustering to identify coherent patterns of stress response by reducing the dimensionality of the data. To determine the optimal number of clusters, multiple evaluation metrics, including silhouette scores (Rousseeuw 1987), Calinski-Harabasz index (Caliński and Harabasz 1974), and Davies-Bouldin index (D. L. Davies and D. W. Bouldin 1979), were computed and compared. These metrics provided quantitative assessments of cluster compactness and separation, ensuring robust identification of distinct groups of cells based on their stress response profiles. Cluster centroids, representing the average SRP activity of cells within each cluster, were further analyzed to explore relationships between clusters.

The relationships between clusters, SRPs, and connectivity scores were visualized using a custom heatmap, where clusters are represented as rows and SRPs as columns. SRP-cluster relationships were depicted as circles, with color saturation indicating the mean connectivity score and circle size representing the fraction of cells within each cluster that exceeded a connectivity score of 1 standard deviation above the mean for all cells in that SRP. Hierarchical agglomerative clustering was applied to the centroids (row-wise) and SRPs (column-wise) using the Euclidean distance metric and Ward’s linkage method, which minimizes variance within clusters during the merging process. The two-way hierarchical clustering of centroids and SRPs highlighted relationships between clusters and between SRPs. The heatmap circles effectively summarized the activity level and coherence of SRP responses within each cluster. This visualization provides a comprehensive overview of cellular SRP responses to chemical treatments, enabling the identification of patterns and trends in stress pathway activation across clusters.

### Analyzing putative cell state transitions

To analyze relationships between clusters, a putative cell state transition graph (CSTG) was constructed using two complementary approaches: (a) by iteratively connecting leaves within subtrees based on their proximity in the hierarchical clustering dendrogram, and (b) by linking each cluster to its two nearest neighbors based on centroid-to-centroid similarity. The resulting composite graph structure captured hierarchical relationships and direct transcriptional similarities among clusters. The CSTG graph was visualized using a force-directed layout, which arranges nodes based on simulated attractive and repulsive forces to enhance the interpretability of the cluster relationships. This dual-connectivity approach enabled a detailed mapping of cellular heterogeneity and putative stress response dynamics across the single-cell transcriptomic data.

### Implementation

All analyses on SCTr count data were performed in Python 3 using the Scanpy, scikit-learn, scipy, and seaborn libraries, along with custom packages (see SI1 for further information). The entire analysis can be accessed from GitHub (https://github.com/i-shah/sctr-i.git).

## Results

We present TempO-LINC data quality metrics and comparison with two main single-cell technologies using control samples to establish baseline performance. To assess chemical-induced responses, we quantified the proportion of cells expressing key marker genes across treatments. We applied single-cell visualization techniques to capture global transcriptional variation and identify treatment-associated effects. Single-cell gene signature analysis was used to evaluate stress response pathway activity, enabling the classification of cells based on adaptive response patterns. These data were clustered to define phenotypic subgroups representing putative cellular states. Finally, we constructed a cell state transition graph to organize these phenotypic groups to explore potential trajectories of cellular stress adaptation and progression.

### Data overview and quality

The TempO-LINC single-cell transcriptomics dataset comprised approximately 10 billion reads, with an average of approximately 150,000 reads per cell, derived from 48 samples. Each sample, on average, yielded 1547 cells, contributing to a robust dataset totaling 33,742 cells that met our quality thresholds of over 500 genes and 10,000 (Supplementary Figure 1) read counts per cell. The unique molecular identifiers (UMIs) averaged 17,635 per cell across all samples in the dataset, with a high mapping rate of 85 %, ensuring reliable gene expression data (Supplementary Figure S1B). The sequencing approach proved to be highly efficient, as we detected an average of 4837 ± 114 genes per cell across the 22,533 probes used in the analysis (Supplementary Figure S1C). This high detection rate underscores the effectiveness of our sequencing approach. Notably, gene expression counts were uniformly distributed across all genes and cells within each treatment group (Table 2).

**Table 2:** The number of cells and genes for each chemical treatment. The table shows the treatment chemicals and concentrations (conc) used in this study with the corresponding number of HepaRG cells (# cells), the mean number of genes per cell (# genes/cell) along with the standard deviation (SD).

		# cells	# genes/cell	
			mean	SD
Chemical	conc (μM)			
Brefeldin A	0.001	1978	4046	1033
	0.01	1313	4905	1151
	0.1	1532	3050	1042
Cycloheximide	0.2	1480	4684	1051
	2	1810	6042	1105
	20	1663	6249	1224
Dimethyl sulfoxide	0	7078	4426	1021
Etoposide	0.25	1603	4341	1047
	2.5	2894	5233	1142
	25	2263	5217	1138
Rotenone	0.2	1616	4080	1278
	0.4	3085	3785	1238
	0.8	1107	4001	1229
Troglitazone	0.001	1517	4155	1006
	0.01	1118	4795	1142
	0.1	1883	5169	1173
Tunicamycin	0.001	1269	3419	1031
	0.01	2512	5098	1124
	0.1	1520	3770	1325
tert-Butylhydroquinone	3	842	4348	1031
	30	1645	5188	1090
	300	1273	5369	1117

### Platform comparison

A platform comparison was conducted to benchmark the performance of three single-cell transcriptomics (SCTr) technologies—BioSpyder TempO-LINC, Parse Evercode, and 10X Chromium —using control HepaRG cell samples. This comparison aimed to evaluate the relative strengths and limitations of each platform in terms of cell capture efficiency, library complexity, gene detection sensitivity, and overall data quality. 

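HepaRG is a human hepatic cell line whose progenitor cells differentiate into hepatocyte-like and biliary-like cells, and its control cells received dimethyl sulfoxide (DMSO), the solvent of the chemicals. Of these technologies, the Parse Evercode counts were analysed here. Parse Evercode splits fixed cells over barcoded wells and pools them again in several rounds, so that the RNA of each cell carries its own combination of barcodes, and each cDNA molecule is counted once by its unique molecular identifier (UMI). The authors' deposited table gave UMI counts for 934 DMSO-treated cells in 5 samples, treated here as cultures. Runs 1, 3, 4, 5 and 6 of the sample names held 4, 312, 128, 393 and 97 of these cells, with 114296, 14770711, 3435397, 38829418 and 4987795 UMIs. The paper states 1 biological replicate per condition and no source used here defines the run numbers, so these samples may be repeats of 1 culture, and the spread between them may be technical. Before any thinning, the median DMSO cell held 36870 UMIs from 7764 genes. As the supplementary methods describe, cells with at least 5000 UMIs were used (all 934), and their counts were thinned to 5000 UMIs per cell. The supplementary methods name Seurat's SampleUMI for this step. Here each UMI was instead kept with the same chance. Values per culture are medians over its cells, with the SD over the 4 cultures of runs 3 to 6, since the culture of run 1 held only 4 cells.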

The platform comparison was conducted on the negative control (DMSO-treated) samples using methods described in the Supplementary Methods. Gene expression metrics were determined following the normalization of transcript counts to an average of 5000 transcripts per cell for each platform, ensuring comparability across the datasets generated by different technologies. This normalization step allowed a consistent baseline to evaluate key performance metrics such as gene detection rate and transcriptomic composition. The normalized data showing the distributions of genes and transcripts detected and distributions of the percentage of mitochondrial and ribosomal genes per cell are visualized in Supplementary Figure 2 (Figure S2). The analysis revealed that the TempO-LINC platform achieved a gene detection rate similar to Parse Evercode.

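At 5000 UMIs per cell, DMSO-treated HepaRG cells had a median of 2575 genes with at least 1 UMI on Parse Evercode. The quartiles over the 934 cells were 2459 and 2693 genes, and the range was 2004 to 3079. The culture medians were 2531.5, 2649.5, 2592 and 2546 genes in runs 3, 4, 5 and 6 (SD 53.2, n = 4). Over the 8 sublibraries, which are aliquots of the same pooled cells, the medians lay between 2549 and 2609 genes. With SampleUMI, run after the data had been seen, the median was 3023.5 genes (SD 56.8, n = 4). The number of genes per cell thus depended on how the counts were thinned. TempO-LINC cells were not analysed here. The paper states that the gene detection rates of TempO-LINC and Parse Evercode were similar.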

Furthermore, the transcriptomic composition analysis indicated that Parse Evercode had the lowest relative contribution of ribosomal RNA (rRNA), and TempO-LINC had the lowest mitochondrial RNA (mtRNA) transcripts (SF2A). 

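Parse Evercode counts of DMSO-treated HepaRG cells, thinned to 5000 UMIs per cell, held a median of 14.4% UMIs from genes with the prefix MT- (quartiles 10.8% and 18.1% over 934 cells) and 0.523% from genes matching ^RP[SL] (quartiles 0.400% and 0.690%). Genes of the ^RP[SL] pattern encode mainly ribosomal proteins and their pseudogenes, and the 47 cytosolic rRNA genes of the annotation took a median of 0% of the UMIs. MT-RNR1 and MT-RNR2, the ribosomal RNAs of the mitochondrion, carry the MT- prefix as well and gave 85.0% of all MT- UMIs. Before thinning, MT-RNR1 took a median of 6.34% of the UMIs of a cell (SD 2.95, n = 4 cultures) and MT-RNR2 5.90% (SD 2.62, n = 4). The 13 protein-coding mitochondrial genes, which encode subunits of the respiratory chain and ATP synthase, together took 2.09% (SD 0.787, n = 4). Between cultures, the thinned mitochondrial median ranged from 2.46% to 16.1% (SD 6.29, n = 4) and the ^RP[SL] median from 0.445% to 0.601% (SD 0.0740, n = 4). The lowest mitochondrial median was that of the culture of run 4. Genes matching the hemoglobin pattern of the supplementary methods took a median of 0% of the UMIs and at most 0.0787%.

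**Figure D1:**
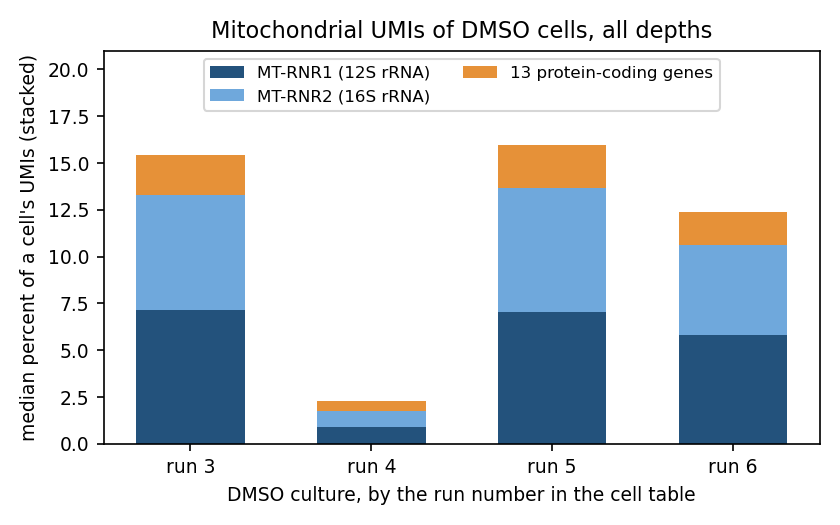
Median percent of the UMIs of a cell from MT-RNR1, MT-RNR2 and the 13 protein-coding mitochondrial genes (vertical axis, stacked bars) in the DMSO-treated cultures of runs 3, 4, 5 and 6 (horizontal axis). The bar of run 4 is the lowest, with 0.897% from MT-RNR1, 0.834% from MT-RNR2 and 0.580% from the protein-coding genes.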

Though this is useful, the rRNA and mtRNA can also be excluded from the data bioinformatically (SF2B). 

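Without the MT- and ^RP[SL] genes, DMSO-treated HepaRG cells thinned to 5000 UMIs kept a median of 2540 genes (quartiles 2428 and 2653) on Parse Evercode. The transcripts left per cell had a median of 4245.5 (quartiles 4052 and 4435), of 4998.5 before the removal. Culture medians ranged from 2497 to 2625 genes (SD 56.5, n = 4) and from 4150 to 4848.5 transcripts (SD 319, n = 4), with the highest transcript number in run 4. Nuclear protein-coding genes (20002 in the annotation) took a median of 71.1% of the UMIs of a cell before thinning (SD 3.52, n = 4 cultures), and long non-coding RNA genes (18843) took 13.4% (SD 2.60, n = 4).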

The TempO-LINC platform's ability to exclude rRNA and mtRNA to prioritize biologically relevant and non-redundant transcripts with minimal interference from highly abundant housekeeping transcripts allowed us to focus on genes most relevant to the biological responses triggered by chemical stress, thereby enhancing the interpretability and impact of our findings. Additionally, the compatibility of the TempO-LINC assay with the TempO-Seq platform (v2.1), previously used for bulk cell high-throughput transcriptomics (HTTr) data (Bundy et al. 2024; Harrill et al. 2024). This compatibility ensures consistency across single-cell and bulk-cell analyses, enabling a comprehensive and integrated approach to studying chemical-induced responses. While not exhaustive, analyzing the same control HepaRG cell population with three different technologies directly evaluated platform-specific strengths and their suitability for single-cell transcriptomic applications.

### Single-cell responses to chemical treatments

To characterize chemical-induced effects at single-cell (SC) resolution, we quantified the fraction of cells exhibiting |L2FC| > 1 differential expression of all genes (FGT1+). This analysis revealed compound-specific response patterns and notable heterogeneity in pathway activation, highlighting the importance of SC resolution. As a baseline, we compared FGT1+ results with bulk differential expression (bL2FC), derived from aggregated single-cell counts. This comparison aimed to identify SC-specific responses potentially obscured in bulk analyses. By considering FGT1+ and bL2FC, we identified genes concordant between SC and bulk, and instances where subpopulation-specific effects, evident in SC data, might be diluted or masked in population averages. The number of significant genes (p<0.1) for each chemical treatment at different FGT1+ thresholds are shown in Table 3, and with details for specific genes provided in Supplementary Table 3 (Table S3). The effects of chemical treatments on genes are visualized using scatterplots of bL2FC vs FGT1+ in Fig. 2, with highly induced genes annotated (The same scatterplots are visualized in Supplementary Figure S3, highlighting stress-response pathway-related genes). The following sections present illustrative results on chemical-induced gene expression.

**Table 3:** Summary of gene-level responses across chemical treatments and concentrations based on single-cell activity thresholds. This table reports the number of genes per chemical and concentration for which the fraction of responsive cells (FGT1) exceeded thresholds of 0.05, 0.1, and 0.2. Only genes with responses with p<0.1 in both single-cell and bulk data were included. FGT1 represents the proportion of treated cells in which the gene exhibited a log₂ fold change greater than 1, providing a quantitative measure of transcriptional activation at the single-cell level.

Chemical	Conc(uM)	FGT1+ > 0.05	FGT1+ > 0.1	FGT1+ > 0.2
Brefeldin A	0.001	5	5	0
	0.01	3	2	0
	0.1	197	181	104
Cycloheximide	0.2	2	2	0
	2	7	5	2
	20	41	35	25
Etoposide	0.25	2	1	0
	2.5	7	6	0
	25	15	14	6
Rotenone	0.2	37	33	17
	0.4	46	41	20
	0.8	40	39	23
Troglitazone	0.001	1	1	0
	0.01	11	10	2
	0.1	16	14	2
Tunicamycin	0.001	7	7	2
	0.01	16	15	10
	0.1	28	26	17
tert-Butylhydroquinone	3	4	3	0
	30	6	2	0
	300	10	10	1

**Fig. 2:**
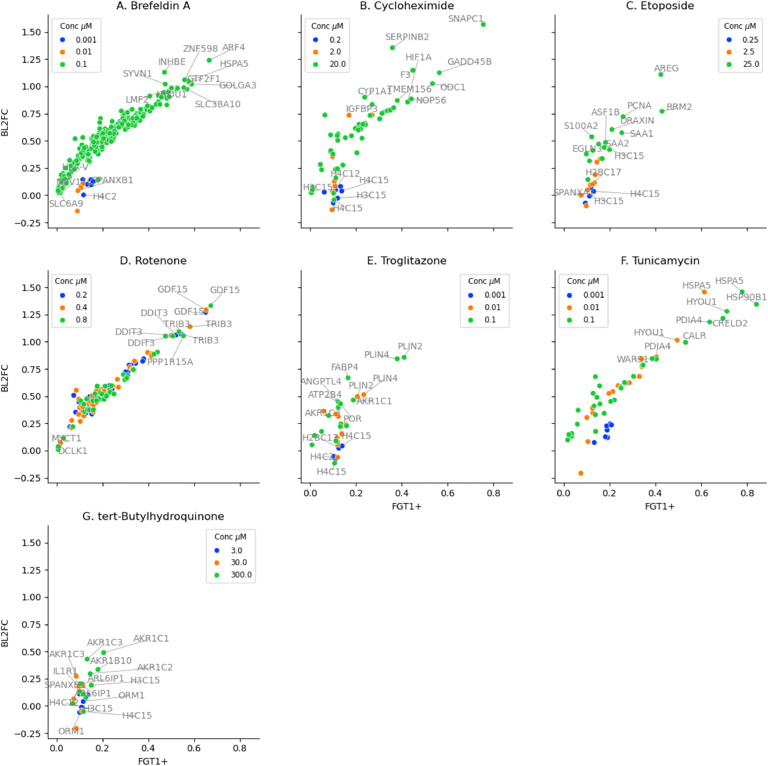
Chemical-induced transcriptional effects in single-cell and bulk data. The scatterplots show gene-level responses to each chemical as points, with the x-axis representing the fraction of responsive cells (FGT1) and the y-axis representing the bulk log₂ fold change (bL2FC). Each panel corresponds to a different chemical wih treatment concentrations represented by color. Only genes with statistically significant single-cell responses (p < 0.1) are shown. Illustrative examples of highly expressed genes and genes with heterogeneous expression (FGT1<0.2) are annotated in each scatterplot.

#### Brefeldin A effects

Brefeldin A, a fungal metabolite known to inhibit ER-to-Golgi protein transport (Sciaky et al. 1997), elicited a strong, concentration-dependent transcriptional response in HepaRG cells. At 0.1 µM, the highest concentration tested, 197 genes exhibited FGT1+ > 0.05, 181 exceeded FGT1+ > 0.1, and 104 exceeded FGT1+ > 0.2 (Table 3), indicating widespread and robust activation across the cell population. In contrast, at 0.001 and 0.01 µM, only 5 and 3 genes respectively showed FGT1+ > 0.05, with no genes exceeding 0.2, demonstrating minimal engagement of stress pathways at lower exposures.

Fig. 2A shows the relationship between FGT1+ and bL2FC for genes significantly induced by Brefeldin A (p < 0.1). At 0.1 µM, the response was dominated by induction of genes associated with UPR, endoplasmic reticulum-associated degradation (ERAD), and proteostasis. HSPA5 (BiP), a central ER chaperone, was the most highly induced gene (FGT1+ = 0.58, bL2FC = 1.05), consistent with activation of the ATF6 and IRE1 branches of the UPR (Hetz 2012). GTF2F1 (FGT1+ = 0.58, bL2FC = 1.04), a general transcription factor, and GOLGA3 (FGT1+ = 0.59, bL2FC = 1.02), a Golgi scaffolding protein involved in ER-to-Golgi vesicle trafficking, were significantly upregulated. Their induction suggests coordinated adaptations to ER stress, including transcriptional reprogramming (Roeder, 1996) and Golgi quality control during stress (Chang and Yang, 2022).

Other highly expressed genes included SYVN1 (0.47, 1.02), an E3 ligase critical for ERAD (Lin et al., 2024), and LMF2 (0.50, 0.99), an ER membrane protein linked to lipid metabolism and ER homeostasis. The ER stress-associated chaperone HYOU1 (FGT1+ = 0.53, bL2FC = 0.99) and the amino acid transporter SLC38A10 (0.56, 0.99) were broadly induced, reflecting metabolic and proteostatic adaptation (Tripathi et al., 2019). ZNF598 (0.56, 1.06), involved in ribosome-associated quality control (Juszkiewicz et al., 2018), and PDIA4 (0.52, 0.89), an oxidoreductase supporting protein folding (Jiang et al., 2022), were also among the top responders. These findings point to coordinated activation of ER stress programs in the majority of cells.

SQSTM1 (p62), an autophagy adaptor, was upregulated in nearly half of the cells (FGT1+ = 0.49, bL2FC = 0.91), indicating induction of proteolytic clearance mechanisms, potentially through p62-mediated delivery of damaged proteins to lysosomes (Bjørkøy et al., 2005). Notably, a subset of cells exhibited selective expression of stress response transcription factors involved in apoptotic signaling. DDIT3 (CHOP) was expressed in 34 % of cells (FGT1+ = 0.34, bL2FC = 0.64), and ATF4 in 30 % (FGT1+ = 0.30,bL2FC=0.72), consistent with activation of the PERK-eIF2α-ATF4 branch of the UPR and progression toward pro-apoptotic signaling in prolonged ER stress (Ron and Walter, 2007). INHBE, a stress-induced member of the TGF-β family, was also highly induced (FGT1+ = 0.47, bL2FC = 1.13), and it may contribute to paracrine signaling and cell fate regulation.

The concentration dependence of the response and the heterogeneity of gene induction underscore the value of single-cell resolution. While many key adaptive genes were broadly activated, pro-apoptotic and metabolic stress markers were limited to more minor subpopulations, revealing early divergence in cell state transitions that are not captured in bulk averages. These findings support the notion that Brefeldin A elicits both protective and potentially terminal cellular programs depending on the degree of stress and cell-intrinsic susceptibility.

#### Cycloheximide effects

Cycloheximide, a well-known inhibitor of eukaryotic translation elongation, elicited a concentration-dependent transcriptional response in HepaRG cells, consistent with cellular adaptations to global protein synthesis arrest (Schneider-Poetsch et al. 2010). At 0.2 µM, only two genes showed FGT1+ > 0.1, and none exceeded 0.2, whereas at 2.0 µM, five genes exceeded FGT1+ > 0.1 and two surpassed 0.2. At 20 µM, the highest concentration tested, the response was substantially broader, with 41 genes exceeding FGT1+ > 0.05, 35 above 0.1, and 25 above 0.2.

Fig. 2B presents the correlation between FGT1+ and bL2FC for genes significantly upregulated by Cycloheximide (p < 0.1). Among the most strongly induced genes was ODC1 (FGT1+ = 0.53, bL2FC = 1.03), which encodes ornithine decarboxylase, the rate-limiting enzyme in polyamine biosynthesis. *ODC1* is tightly regulated at the translational and post-translational levels and is rapidly induced under stress conditions that affect protein synthesis. Its upregulation in response to Cycloheximide, a translation inhibitor, likely reflects compensatory transcriptional activation to maintain polyamine homeostasis and support cell survival under translational repression (Pegg, 2006). *F3* (Tissue Factor) was also broadly induced (FGT1+ = 0.45, bL2FC = 1.15). As a key initiator of the coagulation cascade and a modulator of inflammatory signaling, elevated *F3* expression may reflect an early pro-inflammatory response or cellular damage signaling (Drake et al., 1989; Mackman, 2004).

Several stress-responsive genes were induced across 30–45 % of cells. These included NOP56, a ribonucleoprotein involved in rRNA processing (FGT1+ = 0.44) (Watkins et al., 2000), and HIF1A (FGT1+ = 0.43), a hypoxia-inducible transcription factor that may be stabilized by reduced protein turnover. SERPINB2 (FGT1+ = 0.36, bL2FC = 1.36), an inhibitor of plasminogen activators and a marker of cellular senescence and injury, was also upregulated, suggesting a shift toward cellular senescence or injury responses (Shaikh et al., 2024).

Other notable genes included GADD45A (FGT1+ = 0.31, bL2FC = 0.75), a DNA damage-inducible gene that mediates growth arrest and repair, and ATF4 (FGT1+ = 0.24, bL2FC = 0.65), a central mediator of the integrated stress response (Fulda et al. 2010). The induction of ATF4, in particular, reflects downstream activation of the eIF2α pathway triggered by translation inhibition (Harding et al., 1999). Additionally, IGFBP3, involved in growth factor signaling and apoptosis, and CYP1A1, a xenobiotic metabolism gene regulated by oxidative stress and aryl hydrocarbon receptor signaling, were highly expressed in ∼25 % of cells.

These findings suggest that at high concentrations, Cycloheximide initiates a multi-layered response that integrates translation inhibition, metabolic stress, inflammatory signaling, and elements of DNA damage response. The heterogeneity of gene induction across single cells likely reflects differences in sensitivity to translational blockade, accumulation of misfolded proteins, and compensatory stress signaling.

#### Etoposide effects

Etoposide, a chemotherapeutic agent that induces DNA double-strand breaks via topoisomerase II inhibition (Hande 1998), triggered a modest but mechanistically coherent transcriptional response in HepaRG cells. A dose-dependent trend was observed: at 0.25 μM, only 2 genes exceeded FGT1+ > 0.05 with none above 0.2; at 2.5 μM, 7 genes exceeded FGT1+ > 0.05 and 6 surpassed 0.1; while at the highest concentration (25 μM), 15 genes were induced above FGT1+ > 0.05, with 14 exceeding 0.1 and 6 above 0.2 (Table 3).

Fig. 2C illustrates the relationship between single-cell responsiveness and bulk expression changes for Etoposide-induced genes (p < 0.1). At 25 μM, the top responding genes included RRM2 (FGT1+ = 0.43, bL2FC = 0.77), which encodes a subunit of ribonucleotide reductase essential for deoxyribonucleotide synthesis and DNA repair. Its induction reflects an increased nucleotide demand following DNA damage (Giang et al., 2023). AREG (FGT1+ = 0.42, bL2FC = 1.11), a ligand of the EGFR pathway and transcriptional target of p53, suggests stress-induced regenerative or survival signaling (Taira et al., 2014). Other moderately induced genes included PCNA (FGT1+ = 0.26, bL2FC = 0.72), a marker of DNA replication and repair (Kowalska et al., 2018), and ASF1B, a histone chaperone involved in chromatin remodeling during S-phase stress (Groth et al., 2007). The acute-phase inflammatory mediators SAA1 and SAA2 were expressed in 18–25 % of cells with moderate bulk upregulation, possibly reflecting paracrine signaling or cytokine activation downstream of genotoxic stress (Thorn et al., 2003).

Several genes were induced in more restricted subpopulations. For example, EGLN3 (FGT1+ = 0.15), a hypoxia-inducible gene implicated in apoptosis and stress adaptation, and S100A2 (FGT1+ = 0.12), involved in calcium signaling and modulating P53 activity (Mueller et al., 2005), showed low-frequency induction, suggesting cellular heterogeneity in damage resolution. These low-FGT1+ responses, while statistically significant, are unlikely to be captured in bulk profiling but may serve as early indicators of damage-associated cell states.

Altogether, Etoposide produced a focused transcriptional program involving DNA damage response, chromatin remodeling, and limited inflammatory signaling, primarily at high concentrations. The single-cell data highlight heterogeneity in response, with a minority of cells engaging stress or apoptotic pathways, consistent with p53-dependent transcriptional regulation (Vousden and Lu, 2002). These observations reinforce the importance of resolving population substructure in evaluating the full spectrum of genotoxic responses.

#### Rotenone effects

Rotenone, a mitochondrial complex I inhibitor, produced a dose-dependent transcriptional response in HepaRG cells (Fig. 2D), consistent with activation of oxidative and metabolic stress pathways (Li et al., 2003). At 0.2 µM, 37 genes exceeded FGT1+ > 0.05, with 33 above 0.1 and 17 above 0.2. The response increased slightly at 0.4 µM (46 genes for FGT1+> 0.05; 41 genes for FGT1+>0.1; 20 genes for FGT1+> 0.2), and remained high at 0.8 µM with 40 genes above FGT1+ > 0.05, 39 for FGT1+> 0.1, and 23 genes for FGT1+> 0.2 (Table 3).

Fig. 2D illustrates the significant effects of rotenone at a single-cell and bulk level (p<0.1). At a concentration of 0.8 µM, the most robustly induced genes included GDF15 (FGT1+ = 0.67, log2FC = 1.33), PPP1R15A (GADD34) (0.55, 1.05), TRIB3 (0.53, 1.09), and DDIT3 (CHOP) (0.51, 1.05). These genes are key effectors of the integrated stress response (ISR) and are regulated downstream of ATF4 following mitochondrial dysfunction or endoplasmic reticulum (ER) stress. Their strong induction across a large fraction of cells indicates a coordinated transcriptional response to proteotoxic and oxidative stress (Quirós et al., 2016; Harding et al. 2003).

PLIN2, which encodes a lipid droplet-associated protein involved in neutral lipid storage and mitochondrial metabolic adaptation, was induced in approximately 21 % of cells (bL2FC = 0.59). This finding aligns with the metabolic reprogramming and lipid accumulation observed in hepatocytes under oxidative stress (Listenberger et al., 2003). HSPA5 (BiP), a chaperone that supports protein folding in the ER and is frequently induced under ER stress, was moderately upregulated (FGT1+ = 0.13, bL2FC = 0.37), indicating mild engagement of the unfolded protein response. While this level of induction was lower than seen with direct ER stressors like Brefeldin A, it supports the concept that mitochondrial ROS can secondarily perturb ER function (Zhao et al., 2002).

Overall, the SCTr data indicate that rotenone exposure activates a coordinated network of stress response pathways in a dose-dependent manner, with effects spanning the integrated stress ISR, oxidative stress, lipid metabolism, and mild engagement of UPR. At higher concentrations, a large fraction of the cell population exhibited strong induction of ISR effectors, reflecting widespread activation of ATF4-dependent transcriptional programs. In parallel, subsets of cells showed evidence of metabolic reprogramming and lipid accumulation, while others engaged proteostasis mechanisms. This is consistent with prior findings that mitochondrial complex I inhibition induces ROS production and downstream activation of stress and survival pathways (Sherer et al. 2003).

#### Troglitazone effects

Troglitazone, a thiazolidinedione and peroxisome proliferator-activated receptor gamma (PPARγ) agonist (Zhao et al., 2002), induced a modest but biologically relevant transcriptional response in HepaRG cells consistent with its known effects on lipid metabolism and hepatotoxicity (Fig. 2E). Across the concentration range tested, the number of responsive genes increased from 1 gene (FGT1+ > 0.05) at 0.001 µM, to 11 at 0.01 µM, and 16 at 0.1 µM, with 14 genes exceeding FGT1+ > 0.1 and only 2 for FGT1+>0.2 at the highest dose.

At 0.1 µM, the top induced gene was AKR1C1 (FGT1+ = 0.19, bL2FC = 0.46), a member of the aldo-keto reductase family involved in steroid and xenobiotic metabolism. Its upregulation suggests early engagement of Phase I detoxification pathways (Penning and Drury, 2007). FABP4 (FGT1+ = 0.17, bL2FC = 0.67), a fatty acid binding protein and canonical PPARγ target, was also significantly induced, supporting Troglitazone’s role in promoting lipid handling and adipogenic programs (Furuhashi and Hotamisligil, 2008). Other metabolic and lipid-associated genes included ANGPTL4 (FGT1+ = 0.12, bL2FC = 0.45), which modulates triglyceride clearance and is transcriptionally regulated by PPARγ (Biterova et al., 2018), and CD36 (FGT1+ = 0.02), a fatty acid transporter associated with lipid uptake and oxidative stress (Hua et al., 2015; Glatz et al., 2016). Their induction highlights a transcriptional profile reflective of PPARγ pathway activation and early shifts in lipid homeostasis.

POR (FGT1+ = 0.13, bL2FC = 0.43), encoding cytochrome P450 oxidoreductase, and AKR1C3 (FGT1+ = 0.12, bL2FC = 0.40) were also upregulated, pointing to enhanced capacity for xenobiotic metabolism, a hallmark of troglitazone’s hepatocellular effects (Masubuchi, 2006). The calcium transporter gene ATP2B4 (FGT1+ = 0.12, bL2FC = 0.45) was induced in a small subset of cells, potentially reflecting early alterations in intracellular signaling or ionic stress (Giacomello et al., 2013).

Although gene induction levels were moderate and restricted mainly to subpopulations, these effects are consistent with known hepatotoxicity mechanisms of Troglitazone, including mitochondrial dysfunction, oxidative stress, and steatotic responses (Nanjan et al., 2018). The limited number of genes with FGT1+ > 0.2 suggests that while responses were specific, they were not widespread across the cell population.

#### Tunicamycin effects

Tunicamycin, a classic inducer of endoplasmic reticulum (ER) stress through inhibition of N-linked glycosylation (Chen et al., 2023), elicited a robust and concentration-dependent transcriptional response in HepaRG cells (Fig. 2F). At 0.001 µM, only 7 genes showed FGT1+ > 0.05, with 2 for FGT1+>0.2. This response expanded at 0.01 µM (15 genes > 0.1, 10 > 0.2) and peaked at 0.1 µM with 28 genes for FGT1+>0.05, 26 for FGT1+> 0.1, and 17 for FGT1+> 0.2. These results are consistent with the broad activation of ER proteostasis and UPR pathways associated with tunicamycin exposure (Guha et al., 2017).

At 0.1 µM, the most prominently induced gene was CRELD2 (FGT1+ = 0.70, bL2FC = 1.22), a known downstream effector of ATF6 signaling that functions as an ER stress-inducible secretory protein (Oh-hashi et al., 2009). PDIA4 (FGT1+ = 0.64, bL2FC = 1.18), a protein disulfide isomerase involved in oxidative folding of nascent proteins, and CALR (calreticulin) (FGT1+ = 0.53, bL2FC = 1.00), a calcium-binding ER chaperone, were also among the top responders, consistent with widespread induction of chaperone-mediated protein folding (Jiang et al., 2022; Michalak et al., 2009).

The aminoacyl-tRNA synthetase gene WARS1 (FGT1+ = 0.39, bL2FC = 0.85) was also highly induced. While traditionally associated with translational regulation, WARS1 has been shown to respond to UPR activation and may play a role in translational control during stress adaptation (Park et al., 2008). Additionally, DNAJC3 (FGT1+ = 0.27, bL2FC = 0.62), a co-chaperone known to inhibit PERK signaling, was moderately induced, suggesting active engagement of feedback mechanisms to modulate the UPR (Fulda et al. 2010).

These findings point to strong activation of the canonical UPR branches, particularly ATF6 and PERK-eIF2α-ATF4, which regulate the expression of chaperones and folding enzymes to mitigate the accumulation of unfolded proteins in the ER (Ron and Walter 2007). The degree of cellular engagement, with more than half of the cells expressing key markers such as CRELD2 and PDIA4, suggests a homogeneous and well-coordinated stress response across the population.

#### tert-Butylhydroquinone (tBHQ)

tBHQ, a synthetic phenolic antioxidant widely used as a food preservative, is a well-characterized activator of the NRF2-mediated oxidative stress response (Imhoff and Hansen 2010). In HepaRG cells, tBHQ elicited a modest and concentration-dependent transcriptional response, with 4–10 genes exceeding FGT1+ > 0.05 across the tested dose range. At 300 µM, 10 genes surpassed FGT1+ > 0.1 and only one gene for FGT1+> 0.2, indicating a relatively limited engagement of stress pathways in the majority of the cell population.

Among the most responsive genes were several members of the aldo-keto reductase (AKR) superfamily, including AKR1C1 (FGT1+ = 0.21, bL2FC = 0.49), AKR1B10 (0.18, 0.33), AKR1C2 (0.15, 0.30), and AKR1C3 (0.13, 0.43). These enzymes play key roles in detoxifying reactive carbonyl species and are established transcriptional targets of NRF2 (Penning, 2017). Their induction suggests that a subset of cells initiated an antioxidant defense program in response to tBHQ exposure.

Other induced genes included ARL6IP1 (FGT1+ = 0.10, bL2FC = 0.20), a regulator of ER membrane curvature and potentially ER stress responses, and SPANXB1 (0.10, 0.13), which may reflect chromatin remodeling or derepression of normally silenced loci in response to stress. Histone variants H3C15 and H4C15 were also modestly induced (FGT1+ = 0.15 and 0.12, respectively), though their biological relevance in the context of tBHQ exposure remains unclear.

Despite tBHQ’s established use as a model NRF2 activator, the restricted magnitude and frequency of gene induction suggest that only a limited proportion of HepaRG cells mounted a detectable oxidative stress response for the concentrations that we tested. Overall, these findings are consistent with selective NRF2 pathway activation at higher doses of tBHQ, as evidenced by AKR gene upregulation, but also highlight the heterogeneity of cell responses.

#### Summary of SC effects

Across all chemical treatments, single-cell transcriptomic analysis revealed both strong concordance with bulk gene expression and key distinctions that highlight the added value of single-cell resolution. As shown in Supplementary Figure S4, which plots all genes with p < 0.1 across treatments, there is a strong overall correlation between the fraction of responsive cells and bulk differential expression, with a Pearson correlation coefficient of 0.94. This indicates that, for the majority of genes, changes observed in population-averaged expression are mirrored by widespread induction across individual cells.

The single-cell analysis revealed three key themes in the transcriptional responses to chemical exposure. First, there was strong mechanistic specificity, with distinct genes mapping to known pathways such as ER stress (*HSPA5, PDIA4*), DNA damage (*GADD45A, RRM2*), oxidative stress (*AKR1C1*), and lipid metabolism (*PLIN2, FABP4*). Second, the responses were highly dependent on the chemical and dose, with some compounds like Brefeldin A and Tunicamycin inducing broad, uniform responses, while others, such as tBHQ and etoposide, elicited more heterogeneous effects limited to subpopulations. Single-cell data analysis revealed subtle patterns in multiple stress-related pathways. These transcriptional changes within specific cell subpopulations may serve as early indicators of cellular adaptation, compensation mechanisms, or progression towards terminal states.

### Visualizing single-cell transcriptomic data

We analyzed relationships between chemical treatments and stress responses by visualizing the similarity between the SCTr profiles using a two-dimensional t-SNE plot shown in Fig. 3. Cells treated with DMSO exhibited a diffuse distribution across the t-SNE space, reflecting the inherent heterogeneity of differentiated HepaRG cultures (Fig. 3B). Cells treated with 0.001 and 0.01 µM Brefeldin A overlapped with the DMSO-treated population, whereas cells exposed to 0.1 µM Brefeldin A formed a distinct distribution, indicating a concentration-dependent divergence in transcriptional response (Fig. 3C). For cycloheximide, cells treated with 0.2 µM closely resembled the DMSO-treated population, while the 0.01 and 0.1 µM treatments produced a distinct distribution, indicating a transcriptional shift at higher concentrations (Fig. 3D). In the case of etoposide, cells exposed to 0.25 and 2.5 µM were largely aligned with the DMSO distribution, whereas 25 µM treatment resulted in a clearly distinct cluster (Fig. 3E). All concentrations of rotenone (0.001, 0.01, 0.1 µM) formed a distinct cluster, which partially overlapped with the distribution observed for 0.1 µM cycloheximide (Fig. 3F).

**Fig. 3:**
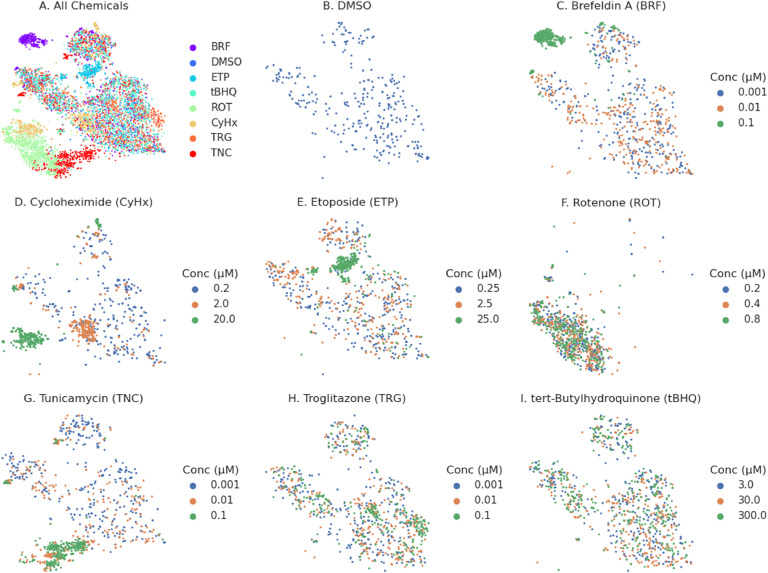
t-SNE plots of single-cell transcriptomic profiles. This figure shows t-SNE visualizations of HepaRG single-cell transcriptomic profiles, with each point representing an individual cell in two-dimensional space. (A) Cells are color-coded by chemical treatment, illustrating how they cluster based on gene expression patterns and highlighting treatment-specific similarities in cellular responses. The remaining panels depict single-cell profiles for HepaRG cells exposed to chemicals at three different concentrations: (B) DMSO, (C) brefeldin A, (D) cycloheximide, (E) etoposide, (F) rotenone, (G) tunicamycin, (H) troglitazone, and (I) tert-butylhydroquinone.

For tunicamycin, cells treated with 0.001 µM closely resembled the DMSO group, while the 0.01 µM treatment resulted in a split distribution, partially overlapping with DMSO and partially forming a new cluster. Cells exposed to 0.1 µM tunicamycin aligned almost entirely with the 0.01 µM cluster (Fig. 3G). Notably, the cluster formed by tunicamycin at 0.01 and 0.1 µM overlapped with the rotenone-associated cluster, suggesting some shared transcriptional responses.

Troglitazone-treated cells at all tested concentrations (0.001, 0.01, 0.1 µM) largely overlapped with DMSO-treated cells, although a focal enrichment of cells exposed to 0.1 µM was observed within a specific region of the t-SNE space (Fig. 3H). Similarly, cells treated with tert-butylhydroquinone (tBHQ) at all concentrations predominantly co-localized with the DMSO population, indicating minimal transcriptional deviation under these conditions (Fig. 3I).

The observed t-SNE distributions are consistent with the analyses of differentially expressed genes, where chemicals such as brefeldin A, tunicamycin, rotenone, etoposide, and cycloheximide showed strong induction of stress response pathways at higher concentrations. The distinct clusters for these treatments reflect widespread transcriptional activation in subpopulations of cells, particularly involving the UPR, HPX, and DDR. The partial overlap between rotenone and tunicamycin clusters corresponds with shared upregulation of UPR, suggesting convergent activation of proteotoxic and mitochondrial stress pathways. In contrast, the minimal shifts observed for tBHQ and troglitazone align with fewer differentially expressed genes and indicate weaker or more uniform responses. The spatial separation and overlaps among treatment groups in the t-SNE space provide a functional map of how different chemicals perturb adaptive stress pathways and highlight potential mechanistic similarities between treatments with shared transcriptional signatures.

Supplementary Figure S5 displays t-SNE plots of 15 genes with FGT1+<0.5 that mark distinct components of adaptive stress response pathways, revealing their heterogeneous expression across the cell population. Several genes are associated with the UPR (e.g., *HYOU1, SYVN1, PDIA4,* in Figures S5E, S5M, S5H, respectively), indicating activation of ER and proteostasis-related mechanisms induced by brefeldin A and tunicamycin. *DDIT3* (Figure S5B) and *INHBE* (Figure S5F) reflect pro-apoptotic and stress-induced signaling, while *RRM2* (Figure S5K) is linked to DNA damage repair and *NOP56* (Figure S5G) to ribosomal stress caused by etoposide and cycloheximide. Inflammatory mediators such as *F3* (Figure S5C) and *AREG* (Figure S5A) show some localized expression, pointing to damage-associated signaling due to multiple chemicals. *PLIN2* (Figure S5I) and *PLIN4* (Figure S5J) are involved in lipid metabolism and mitochondrial adaptation, and perturbed by troglitazone and rotetone. *WARS1* (Figure S5O) is an aminoacyl-tRNA synthetase upregulated under stress conditions. *HIF1A*, a key hypoxia-responsive factor, and *SERPINB2*, associated with senescence and injury responses due to rotenone and cycloheximide, further support the presence of multiple stress programs. These spatial expression patterns demonstrate how SCTr resolves cell-to-cell variability in SRP activation, capturing transcriptional diversity that is critical for understanding chemical-induced cell states.

The HepaRG cell cultures contain both hepatocytes and cholangiocytes, providing a potential model to examine cell-type-specific responses. To assess cell identity, we used a curated list of cell-type-specific markers (outlined in Methods and provided in Table S1) and visualized their expression on a t-SNE projection Supplementary Figure S6. The visualizations in Figure S6 allowed for an assessment of marker distribution across the cell population. Most markers did not form distinct clusters in the t-SNE space, indicating broad expression across cell types. However, two markers—APOB, ALB, and KRT19—showed notable expression patterns. ALB, a major plasma protein and hallmark of hepatocyte function, was highly expressed across a subset of DMSO-treated cells, consistent with a predominantly hepatocytic phenotype (Figure S6A). APOB, a key regulator of lipid transport primarily expressed in hepatocytes, showed a distribution pattern similar to ALB but was expressed across a slightly broader subset of DMSO-treated cells (Figure S6B). In contrast, KRT19, a marker of cholangiocytes and hepatic progenitor cells, exhibited a more restricted expression pattern that formed a partially complementary distribution to ALB and APOB, appearing in distinct subsets of DMSO-treated cells (Figure S6E). These observations suggest potential heterogeneous differentiation states within the HepaRG population, consistent with previous findings on its bipotential nature (Guillouzo et al., 2007).

### Cellular stress response analysis using gene signatures

A small set of gene biomarkers is likely insufficient to comprehensively capture the complexity of cellular responses, including adaptive stress mechanisms and phenotypic outcomes such as cell death. To better categorize cells by their phenotypic traits, we used gene signatures related to key stress response pathways (DDR, HPX, HSR, OSR, and UPR) and cell fates (AUT, SEN, and APO). We employed connectivity mapping to score single-cell transcriptomics profiles against these gene signatures, providing a simplified, lower-dimensional view of cellular responses (see Methods). Though multiple factors influence the analysis of transcriptomic data with gene signatures (Shah et al., 2022), we investigated two key variables: the impact of signature size and chemical concentration on stress response activities. The relevance of signature size stemmed from the possibility that larger gene signatures might capture broader pathway activation, whereas shorter signatures might offer more targeted insights into specific perturbations. Similarly, understanding the effect of concentration was critical for assessing dose-dependent shifts in pathway activation, albeit with a linear model, as only three treatment concentrations and the DMSO negative control were available for analysis. These factors (signature size and concentration dependence) were evaluated using two-way ANOVA, with the results provided in Supplementary Table 4.

Signature length showed statistically significant associations across multiple SRPs, but the effect sizes were consistently small (typical η² < 0.02). Notably, chemical effects on cell-level SRPs were reliably detected across varying signature lengths, particularly in the UPR, where chemicals such as Brefeldin A, Cycloheximide, and Troglitazone exhibited highly significant length-dependent effects (*p* < 1e-200) despite their small effect sizes. The distribution of scores for different signature lengths was very similar. Therefore, we use the results for a signature size of 200 for the remainder of the analysis. The standardized signature score (Z-score) distributions across chemical treatments and SRPs are shown in Fig. 4. The DMSO treatments are shown as conc=0 for each treatment as a reference. Analysis of the relationship between chemical concentrations and SRPs revealed widespread effects, with most combinations showing significant concentration-dependence (*p* < 0.05). The strongest effects were observed for disruptors of protein synthesis and trafficking. Cycloheximide had a substantial impact on the UPR (η² = 0.148, slope = 0.053), consistent with its role in inhibiting protein synthesis. Brefeldin A strongly activated both AUT (η² = 0.103, slope = 10.19) and UPR (η² = 0.083, slope = 8.43), reflecting its disruption of protein trafficking. Tunicamycin significantly impacted UPR (η² = 0.093, slope = 10.68) and HSR (η² = 0.053, slope = -7.12), aligning with its role in inhibiting protein glycosylation. Troglitazone exhibited notable effects on OSR (slope = 1.59) and UPR (η² = 0.030, slope = 4.15). Etoposide showed strong activation of DDR (η² = 0.059, slope = 0.027), consistent with its mechanism as a topoisomerase inhibitor. Rotenone significantly affected APO (slope = 0.33) and AUT (η² = 0.036, slope = 0.77) pathways.

**Fig. 4:**
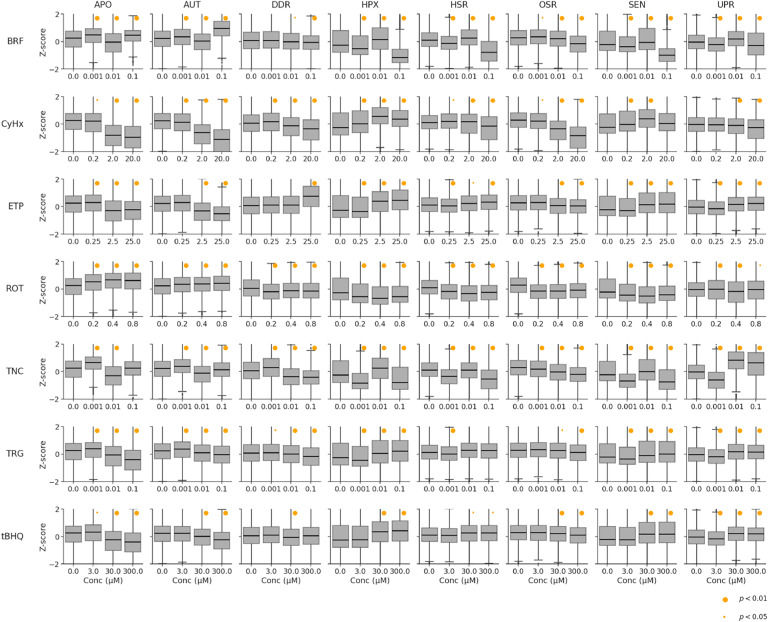
Connectivity score distributions for pathways across cells under different treatments This figure presents *z*-scores derived from generalized Jaccard scores, comparing single-cell transcriptomic profiles to pathway signatures. (A) Boxplots illustrate the distribution of *z*-scores for various chemicals (rows) across different concentrations, focusing on adaptive stress response pathways (columns), including apoptosis (APO), autophagy (AUT), DNA damage response (DDR), heat shock response (HSR), hypoxia response (HPX), oxidative stress response (OSR), senescence response (SEN), and unfolded protein response (UPR). (B) A heatmap summarizes the *z*-scores, capturing the activation levels of stress response pathways (SRPs) (columns) across the different chemical treatments (rows). These visualizations reveal the dose-dependent activation of specific pathways in response to chemical exposures.

The SRP gene signature analysis revealed significant secondary effects of chemicals beyond their primary SRP mechanisms, emphasizing the utility of comprehensive transcriptional profiling for uncovering broader cellular impacts. Cycloheximide, primarily recognized as a protein synthesis inhibitor, also demonstrated notable effects on DDR (*η²* = 0.071) and HPX (*η²* = 0.075), suggesting that its impact extends beyond translation inhibition to broader cellular stress responses, consistent with its known cytotoxic effects under prolonged exposure (Schneider-Poetsch et al., 2010). Similarly, Brefeldin A, while well-documented for disrupting protein trafficking, exhibited significant effects on APO signaling (*η²* = 0.082), indicating potential activation of cytotoxic pathways independent of its Golgi-disrupting activity, as supported by reports of its apoptotic effects in various cell types (Bladt et al., 2013).

Rotenone, typically associated with mitochondrial complex I inhibition, modulated AUT (*η²* = 0.036, slope = 0.77), reflecting the downstream impact of mitochondrial dysfunction on cellular stress pathways (Sherer et al., 2003). Tunicamycin, known for inhibiting N-glycosylation, also revealed substantial effects on HSR (*η²* = 0.053) and OSR (*η²* = 0.030), consistent with its ability to induce proteotoxic stress and oxidative damage through ER stress (Guha et al. 2017). Troglitazone demonstrated significant modulation of HSR (*η²* = 0.028, slope = 4.46) and UPR (*η²* = 0.030, slope = 4.15), suggesting a broader role in cellular stress responses potentially tied to its hepatotoxic effects (Fredriksson et al. 2014).

Gene signature analysis at the single-cell level matched chemicals to their known stress response mechanisms, demonstrating its utility in detecting biologically relevant perturbations across diverse SRPs. In some cases, responses were concentration-dependent, though effect sizes were generally small. The average single-cell signature activity scores at each chemical concentration aligned well with the known activities of the test chemicals, as reflected in the median distributions shown in Fig. 4. However, this aggregate consistency masked the heterogeneity of cellular responses, as evidenced by the broad variability in single-cell activation scores, which can be seen in the tails of the distributions in Fig. 4.

### Clustering cellular stress states into phenotypic groups

To further refine the analysis and capture highly responsive cells that might be overlooked in bulk transcriptomic data, we sought to identify distinct phenotypic groups within the SCTr dataset. We hypothesized that, despite differences in chemical treatment, individual cells would ultimately fall into a finite set of phenotypic states, reflecting the spectrum of adaptive stress and terminal responses. However, clustering the global SCTr data did not effectively distinguish between stress-adaptive and terminal response states (Fig. 3), likely due to the high-dimensional complexity and variability of the full transcriptomic profiles. In contrast, the SRP signature scores provided a biologically meaningful lower-dimensional representation, effectively summarizing known chemical effects and stress response mechanisms. Therefore, we utilized the targeted 8-dimensional SRP signature score representation to capture the most relevant phenotypic states of cells. Clustering these SRP-based profiles allowed for the identification of distinct phenotypic groups, facilitating a more interpretable classification of cellular responses across different treatments.

To identify coherent cellular responses to different chemical treatments, we analyzed the 8-dimensional SRP signature scores at a single-cell level using k-means clustering. To determine the optimal number of clusters, we tested various partitions ranging from 10 to 100 clusters and evaluated them using multiple metrics, with the results visualized in Supplementary Information (SI13). The evaluation metrics, including silhouette scores and Calinski-Harabasz indices, consistently decreased as the number of clusters increased, suggesting the absence of a clear or perfect number of groups in the data. This trend indicates that the cellular states may be smoothly distributed across a continuum rather than forming discrete, well-separated groups. This inherent heterogeneity reflects the complex nature of stress responses, where cells may transition between states of adaptation and stress-induced death without discrete boundaries.

#### Phenotypic groups

We selected *k* = 25 to balance granularity and interpretability in identifying phenotypic clusters, as shown in the rows of Fig. 5A. The cell stress state clusters are visualized with circles whose color saturation reflects the mean signature score, and size represents the fraction of cells exceeding a score *Z* > 1 for a given SRP. Through hierarchical clustering, we manually classified the cell state clusters into five major phenotypic groups. This classification loosely defined groupings of related cellular states: Group I (clusters 8, 10, 16), representing a basal state with minimal SRP activation; Group II (clusters 1, 4, 5, 6, 11, 15, 18, 20, 21), showing selective APO and DDR activation; Group III (clusters 0, 2, 7, 9, 22, 24), characterized by coordinated activation of HSR, OSR, and UPR pathways with minimal APO and AUT; Group IV (clusters 3, 13, 12), displaying the highest intensity of HPX, SEN, and DDR responses; and Group V (clusters 14, 19, 23), distinguished by strong AUT and APO signatures. The hierarchical organization of cell states and their broader phenotypic grouping attempts to capture the relationships between different cellular states and provides a reduced dimension framework for understanding the spectrum of stress responses, from homeostatic conditions through increasing levels of adaptation to terminal stress states.

**Fig. 5:**
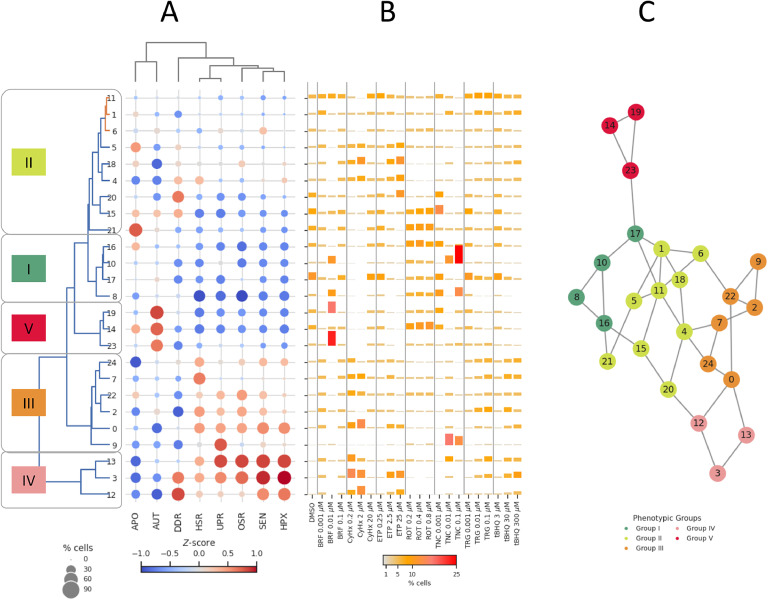
Stress response clusters and phenotypic groups. (A) A custom heatmap visualizes the relationships between clusters (rows), stress response pathways (SRPs) (columns), and connectivity scores. Circles represent SRP-cluster relationships, with color saturation indicating mean connectivity scores and size reflecting the fraction of cells in each cluster exceeding 1 standard deviation above the mean connectivity score for that SRP. (B) Barplots showing the distribution of the cell populations across clusters (rows) for each chemical treatment (columns). (C) The cell state transition graph (CSTG) is constructed from clusters, where each node represents a distinct cell state (cluster), and edges represent the transitions between these states.

#### Heterogeneous cell stress responses

Chemical treatments exhibited diverse patterns of cellular stress responses across the phenotypic groups, reflecting substantial heterogeneity in how individual cells adapt to perturbation, as shown in Fig. 5B Some compounds drove cells predominantly toward specific stress states. For example, cycloheximide, a protein synthesis inhibitor, enriched cells in clusters 0 and 3 (14 % and 12.4 % respectively at 2.0 μM), which show high HSR/UPR activation consistent with its mechanism of proteostasis disruption. Similarly, tunicamycin, an ER stress inducer, demonstrated dose-dependent heterogeneity, with high concentrations (0.1 μM) driving cells predominantly to clusters 10 and 9 (27.6 % and 13.4 %, respectively), states characterized by UPR activation. In contrast, etoposide, a DNA-damaging agent, exhibited selective enrichment in clusters with high DDR activity, with substantial populations in clusters 18 and 3 (11.8 % and 11.4 % at 25 μM). Some cells from the same treatment activated targeted stress pathways, while others mounted broader adaptive responses or remained in basal states, indicating cell-to-cell variability in stress adaptation strategies.

#### Visual evaluation of dose-response

A visual analysis of cellular responses revealed distinct patterns aligned with chemical stress mechanisms (Fig. 5B). Cycloheximide, a protein synthesis inhibitor, demonstrated a biphasic response pattern. At intermediate concentrations (0.2–2.0 μM), cells progressively accumulated in states characterized by strong HSR and UPR activation, with up to 39 % of cells occupying these stress states. However, this focused response dissipated at higher concentrations (20 μM) into a more uniform distribution, suggesting activation of alternative adaptation mechanisms or reaching a response threshold. Tunicamycin showed an apparent dose-dependent concentration of cells in UPR-specific states. While low concentrations (0.001 μM) resulted in a distributed response across various stress states, high concentrations (0.1 μM) drove a striking enrichment in UPR-dominant states, with approximately 41 % of cells concentrating in these clusters. This pattern aligns with tunicamycin's established role as an ER stress inducer. Etoposide treatment revealed a progressive focusing of cellular responses toward DDR-specific states with increasing concentration. At its highest dose (25 μM), approximately 23 % of cells concentrated in high DDR activity states, reflecting its mechanism as a DNA-damaging agent. In contrast, rotenone showed rapid achievement of a maximal response, maintaining a consistent enrichment of about 20 % of cells in HPX/SEN states across all tested concentrations (0.2–0.8 μM), suggesting a threshold-type response to mitochondrial perturbation.

#### Putative cell state transition graph

To explore relationships and transitions between cellular states, we constructed a cell state transition graph (CSTG) based on similarity in stress responses, following approaches established in single-cell trajectory inference studies (Trapnell et al., 2014; Saelens et al., 2018). The assumption that transcriptionally similar states represent more feasible transitions aligns with principles demonstrated in developmental biology research using single-cell data (Chen et al., 2019; Street et al., 2018). We used the 25 identified cell state clusters to build the CSTG (as detailed in Methods), incorporating both hierarchical relationships and direct transcriptional similarities to create a structured representation of potential cell state dynamics. The graph was overlaid with the five major phenotypic groups to contextualize transitions within broader adaptive stress response patterns (Fig. 5C). By analyzing this CSTG, we can hypothesize putative cell state trajectories, providing insights into how cells may progress through different stress-adaptive and terminal response states. While comprehensive trajectory analysis exceeds this study's scope, the CSTG establishes a foundation for future investigations into cell state transitions.

Chemical treatments induced highly heterogeneous and dose-dependent patterns of stress responses across cells, as evidenced by cluster distributions and phenotypic groupings. Some treatments, such as cycloheximide and tunicamycin, induced a dose-dependent change in the occupancy of cells in specific stress states aligned with their known mechanisms, including strong activation of HSR, UPR, and AUT pathways. In contrast, etoposide selectively enriched DDR-dominant states, while rotenone rapidly achieved a threshold response, consistently concentrating cells in HPX/SEN states. This variability highlights the distinct strategies cells employ to adapt to perturbations, with some treatments driving focused responses and others inducing broader distributions across multiple stress states. Overall, our findings show that while bulk analyses provide a helpful overview of overall stress activation, they obscure the nuanced, cell-specific dynamics, such as rare but highly responsive subpopulations or differential gene activation patterns.

## Discussion

This preliminary study demonstrates the feasibility and utility of SCTr in characterizing adaptive SRPs and cellular phenotypic heterogeneity in HepaRG cells following chemical exposure. By using the TempO-LINC® platform, we profiled the transcriptional responses of approximately 33,000 individual cells exposed to seven prototypical stress-inducing chemicals. These compounds were selected for their established ability to activate distinct SRPs, including the UPR, OSR, HSR, and DDR, allowing for broad coverage of toxicologically relevant mechanisms.

The use of the TempO-LINC platform proved effective for capturing biologically meaningful transcriptional responses in chemically perturbed HepaRG cells. The gene detection rate was consistent with other droplet-based SCTr platforms, and the targeted panel of probes used by TempO-LINC provided sufficient resolution to detect activation of known SRP markers and downstream fate-related genes such as those involved in apoptosis, autophagy, and cell cycle arrest. The current study also compared the performance of three platforms using the DMSO-treated controls, and our findings suggest that TempO-LINC’s gene detection rate was comparable to Parse Evercode and exceeded that of 10X Chromium.

The HepaRG model system offered several advantages for the analysis of stress responses in a human-relevant liver context. These bipotent progenitor cells differentiate into both hepatocyte- and cholangiocyte-like cells and retain many metabolic and transcriptional features of primary human hepatocytes, making them suitable for toxicogenomic studies (Guillouzo et al. 2007; Gerets et al. 2012). While their inherent heterogeneity is well documented, we were unable to detect a clearly distinct cholangiocyte subpopulation in our single-cell data. This may be due to incomplete or unstable differentiation of cholangiocyte-like cells under our culture conditions, selective loss of fragile or low-abundance cell types during fixation and dissociation, or limitations in marker resolution with the targeted panel used. Nonetheless, we observed transcriptional diversity across the HepaRG population, with some cells activating adaptive programs and others progressing toward terminal states in response to chemical stress.

Single-cell transcriptomic analysis at the individual gene level, conducted across diverse chemical treatments, showed significant agreement with bulk gene expression data. This high correlation suggests that population-averaged changes for most genes are indeed reflective of widespread induction across individual cells. Delving deeper, the single-cell data elucidated three key themes: first, a pronounced mechanistic specificity in transcriptional responses, with distinct genes clearly mapping to known stress pathways such as ER stress (e.g., HSPA5, PDIA4), DNA damage (e.g., GADD45A, RRM2), oxidative stress (e.g., AKR1C1), and lipid metabolism (e.g., PLIN2, FABP4). Second, we observed a strong dependence of response patterns on the specific chemical and its dose; for instance, lower doses of most compounds induced broad and uniform transcriptional changes, whereas higher doses elicited more heterogeneous effects restricted to distinct subpopulations. Finally, the single-cell approach uniquely uncovered fine-grained transcriptional heterogeneity within these subpopulations, often spanning multiple stress-related pathways, which could signify early adaptive or compensatory mechanisms, or transitions towards terminal cell states, thereby offering insights not apparent from bulk analysis alone.

Gene signature analysis revealed significant activation across multiple stress response pathways, and terminal cell outcomes such as autophagy and apoptosis. These findings underscore the broad engagement of adaptive and cell death programs following chemical exposure. Further partitioning of the single-cell data based on gene signature profiles identified five distinct transcriptional phenotypic groups. These ranged from a basal state with minimal SRP activation to progressively stressed states marked by pathway-specific engagement. Intermediate phenotypes displayed selective activation of individual SRPs, while the most perturbed groups showed co-activation of multiple stress responses and terminal outcome signatures. Chemicals like brefeldin A and tunicamycin prominently activated UPR markers, rotenone induced OSR consistent with mitochondrial inhibition (Sherer et al. 2003), and troglitazone elicited dose-dependent lipid metabolism changes alongside UPR and HSR, reflecting its known hepatotoxic effects (Fredriksson et al. 2014).

While established trajectory inference approaches such as partition-based graph abstraction (PAGA) can infer developmental or differentiation lineages based on transcriptional similarity, they are generally optimized for detecting gradual transcriptomic changes in well-defined biological processes (Wolf et al., 2019). In contrast, our goal was to investigate transitions between cell states defined by activation of specific adaptive SRPs, which may not follow smooth or lineage-like patterns. To this end, we developed a CSTG based on similarity in SRP pathway activity, using literature-derived gene signatures for UPR, OSR, HSR, and DDR. This approach allowed us to group cells based on mechanistically relevant stress responses rather than global transcriptomic profiles. While exploratory, the CSTG provides a structured framework to interpret how cells may transition from homeostatic to adaptive and ultimately to terminal states under increasing chemical stress, consistent with the concept of toxicological tipping points—thresholds beyond which sustained SRP activation may lead to irreversible cell outcomes such as apoptosis or autophagy (Shah et al. 2016; Hetz et al. 2020).

Although the proposed CSTG is not a definitive model of dynamic cell trajectories, it serves as a useful visual and analytical abstraction for interpreting high-dimensional SCTr data in the context of stress response biology. By grouping cells based on similarity in SRP pathway activity, the CSTG allows us to identify transcriptionally defined phenotypic states and infer plausible transitions between them. These connections provide a foundation for identifying potential tipping points, where cells may shift from adaptive stress responses to terminal fates, such as apoptosis or autophagy. This concept aligns with prior work on critical state transitions in cell fate decisions (Mojtahedi et al., 2016), which provides a concept of toxicological tipping points, where continued stress pushes a system beyond recovery. Observing these putative transitions at single-cell resolution underscores the value of SCTr in elucidating early molecular events and heterogeneous cell states that may underlie the mechanisms of chemical-induced toxicity.

Insights from the CSTG offer a nuanced perspective on how cells may transition from adaptive to terminal states in response to chemical stress. We observed that particular clusters, particularly those characterized by strong UPR, OSR, or DDR activation, appeared to serve as intermediate states that precede terminal phenotypes enriched for apoptotic or autophagic markers. This pattern supports the idea that sustained or excessive SRP activation can push cells beyond a recoverable threshold, aligning with mechanisms implicated in progressive liver pathologies such as steatohepatitis and hepatocellular carcinoma (Kanda et al. 2018; Spaan et al. 2019; Kouroumalis et al., 2021). By identifying phenotypic groups and their potential transitions, the CSTG provides a conceptual framework for distinguishing adaptive responses—where stress is managed and homeostasis preserved—from terminal outcomes, where damage becomes irreversible. This ability to map stress response trajectories at single-cell resolution could improve the mechanistic interpretation of *in vitro* assays, offering new opportunities to relate molecular signatures to phenotypic outcomes relevant to human liver toxicity.

It is also important to point out various limitations of the study presented here. For example, we observed distinct cellular responses even within the same treatment group, with some cells activating stress response pathways robustly while others maintained low expression of the same markers. This heterogeneity may reflect differences in cell cycle stage, intrinsic variability in stress sensitivity, or subpopulation diversity within the HepaRG model. Future studies incorporating lineage-defining markers or orthogonal modalities such as spatial or imaging-based profiling may help address this gap. Another consideration is the intertwined nature of stress response pathways and overlapping gene sets, which can complicate the interpretation of individual SRP activation patterns. For example, key transcriptional regulators such as ATF4 or DDIT3 participate in multiple stress pathways (Neill and Masson, 2023), making assigning pathway activity exclusively to one biological process challenging. While gene signature–based scoring approaches help to summarize pathway activation (Chambers and Shah 2021), more refined models, such as network-based or probabilistic approaches, may be required to disentangle overlapping signals in future analyses.

The CSTG provided a valuable framework to visualize transitions between phenotypic states, but it is inherently limited by the static, single-time-point design of this experiment. Cellular states that arise early in the stress response or those that are transient may not be detectable at the 24-hour time point used here. Similarly, states that appear terminal in the CSTG may represent reversible phenotypes if sampled earlier or later. Incorporating additional time points or live-cell trajectory data would enable more accurate reconstruction of stress response dynamics and further clarify the temporal progression toward terminal cell fates.

Although this study profiled approximately 40,000 cells, it was designed as a preliminary investigation and included only a single HepaRG culture with one biological replicate per condition to minimize variability and focus on feasibility. This design limits our ability to assess inter-experimental variability and statistical robustness. Nonetheless, we observed strong and internally consistent patterns across chemical treatments, suggesting that key findings are biologically meaningful. Future studies incorporating additional replicates will be essential to strengthen confidence in pathway activity profiles and cell state transitions. Despite these limitations, this work highlights the utility of SCTr in resolving heterogeneous cellular stress responses and provides a foundation for deeper mechanistic exploration of chemically induced cell state dynamics.

While SCTr in monoculture systems such as HepaRG cells offers powerful resolution to identify stress pathway activation at the single-cell level, it inherently lacks the architectural and cellular complexity of the liver *in vivo* (Ishibashi et al., 2009). The liver is a highly structured organ composed of hepatocytes, cholangiocytes, Kupffer cells, hepatic stellate cells, liver sinusoidal endothelial cells, and a rich extracellular matrix, all contributing to immune surveillance, metabolic regulation, and repair processes (Trefts et al., 2017). These intercellular communications modulate stress responses in ways that are not captured in 2D monocultures. For instance, cytokine signaling from Kupffer cells can amplify hepatocyte responses to oxidative or ER stress (Imarisio et al., 2017), while stellate cells can initiate fibrosis in response to persistent damage (Puche et al., 2013). The absence of these paracrine and juxtacrine signaling pathways may influence the thresholds or dynamics of stress pathway activation observed *in vitro*, potentially underestimating toxicity or missing synergistic cell-cell effects. Our CSTG framework shows possible adaptive and terminal state transitions, but these interpretations are simplified by the monoculture system, which lacks critical immune and stromal factors found *in vivo*. However, this framework can be readily extended to more complex models, such as 3D liver spheroids (Ramaiahgari et al., 2017), or other microphysiological systems (Gough et al., 2021), where single-cell resolution will further enhance our understanding of tissue-level toxicological responses in a controlled and human-relevant setting. This direction holds promise for bridging the gap between molecular mechanisms and tissue-level pathologies.

From a translational perspective, SCTr offers several compelling advantages over traditional *in vivo* toxicology approaches. It enables high-throughput, cost-effective profiling of thousands of individual cells, revealing early molecular changes and heterogeneous responses that are often masked in bulk or animal-based studies. While animal studies remain essential for assessing whole-organism effects, they are time-intensive, expensive, and limited in mechanistic resolution (Kavlock et al., 2009). SCTr complements these methods by offering detailed insights into chemical-specific modes of action and potential tipping points in human-relevant systems. Platforms such as TempO-LINC, with targeted panels and simplified workflows, are lowering barriers to adoption by reducing per-sample costs and increasing throughput (Eastburn et al. 2024). As single-cell platforms continue to mature, combining SCTr with time-series sampling, imaging, and computational modeling will accelerate our ability to predict adverse outcomes from early stress responses (Shah and Wambaugh 2010; Sturla et al., 2014). As the field advances, the growing accessibility and scalability of SCTr will enable its broader application in predictive toxicology, complementing existing models and supporting a transition toward more human-relevant, mechanistically informed risk assessments.

Overall, the single-cell analysis presented here provides an early but compelling view of how HepaRG cells respond to chemical stressors at the level of individual phenotypes. By resolving the complexity of adaptive and terminal responses, SCTr holds promise for improving the interpretation of HTTr data by revealing how population-averaged signals emerge from diverse and dynamic cell states. While additional studies, including time-resolved designs, mechanistic perturbations, and 3D culture models, will be required to validate these findings, our results support the utility of SCTr for exploring stress response mechanisms and advancing the resolution and biological relevance of *in vitro* toxicity assessments.

## Conclusion

This preliminary study highlights the potential of single-cell transcriptomics to resolve adaptive and terminal stress responses in HepaRG cells exposed to chemical stressors. Using the TempO-LINC® platform, we identified distinct phenotypic states linked to major stress pathways, including UPR, OSR, HSR, and DDR. A putative cell state transition graph illustrated possible trajectories from homeostasis through adaptation to terminal outcomes. While additional validation is needed, these findings suggest that SCTr can uncover mechanistic transitions underlying toxicity and may complement high-throughput transcriptomics in advancing human-relevant NAMs.

## Disclaimer

The research described in this article has been reviewed by the US EPA and approved for publication. Approval does not signify that the contents necessarily reflect the views and the policies of the Agency. Mention of trade names or commercial products does not constitute endorsement or recommendation for use.

## Funding

The US EPA Office of Research and Development, BioSpyder Technologies, Inc., provided funding for this study. This was carried out in part under the EPA - BioSpyder Technologies Agreement MTA # 1353–20 and Interagency Agreement DW-075–95,899,601 with the National Toxicology Program. This work was also funded in part by the Intramural Research Program of the National Institute of Environmental Health Sciences-National Institutes of Health (Z01-ES100475). BioSpyder Technologies’ research was supported in part by the NIH, National Institute of General Medical Sciences, grant number R44 GM140771–02.

## Abbreviations

**Table:** 

Abbreviation	Definition
APO	Apoptosis
ATG5	Autophagy Related 5
AUT	Autophagy
BSA	Bovine Serum Albumin
CAT	Catalase
CSTG	Cell State Transition Graph
DDR	DNA Damage Response
DMSO	Dimethyl Sulfoxide
DSBs	Double-Strand Breaks
EBSS	Earle's Balanced Salt Solution
EDTA	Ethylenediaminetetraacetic Acid
gj	Generalized Jaccard
HPX	Hypoxia
HSR	Heat Shock Response
HTTr	High-Throughput Transcriptomics
mtRNA	Mitochondrial RNA
NAMs	New Approach Methodologies
NCBI	National Center for Biotechnology Information
OSR	Oxidative Stress Response
PAGA	Partition-based graph abstraction
PBS	Phosphate-Buffered Saline
rRNA	Ribosomal RNA
SC	Single-Cell
SCTr	Single-Cell Transcriptomics
SD	Standard Deviation
SEN	Senescence
SI	Supplementary Information
SRA	Sequence Read Archive
SRPs	Adaptive Stress Response Pathways
t-SNE	T-distributed Stochastic Neighbor Embedding
tBHQ	Tert-Butylhydroquinone
UMI	Unique Molecular Index
UPR	Unfolded Protein Response
η²	Eta-squared

## Use of generative AI

Grammarly's writing assistant was used to enhance the readability of the prose by rephrasing sentences for grammatical correctness and clarity.

## CRediT authorship contribution statement

**Imran Shah:** Writing – review & editing, Writing – original draft, Visualization, Validation, Supervision, Software, Resources, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization. **David Gallegos:** Writing – review & editing, Methodology, Investigation, Formal analysis. **Brian Robinette:** Writing – review & editing, Methodology, Investigation. **Bryant A. Chambers:** Writing – review & editing, Methodology, Formal analysis, Data curation. **Dennis J. Eastburn:** Writing – review & editing, Writing – original draft, Methodology, Investigation. **Douglas A. Bell:** Writing – review & editing, Resources, Investigation. **Michelle R. Campbell:** Investigation, Writing – review & editing. **Suzanne N. Martos:** Investigation, Writing – review & editing. **Salvatore Camiolo:** Writing – review & editing, Software, Formal analysis, Data curation. **Kevin S. White:** Writing – review & editing, Software, Investigation. **Nicole Martin:** Writing – review & editing, Investigation, Data curation. **Gioele Montis:** Writing – review & editing, Software, Investigation, Data curation. **Joel McComb:** Writing – review & editing, Supervision, Resources. **Bruce Seligmann:** Writing – review & editing, Writing – original draft, Supervision, Methodology, Investigation. **Brian N. Chorley:** Writing – review & editing, Writing – original draft, Visualization, Validation, Supervision, Resources, Project administration, Methodology, Investigation, Formal analysis, Data curation, Conceptualization.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Bruce Seligmann, Dennis Eastburn has patent #METHODS AND KITS FOR BARCODING MOUECUUES/WO2024137534 pending to BioSpyder, Inc. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

All data are available from NCBI GEO and Accessions are included in the manuscript.

# Supplementary material for: Decoding cellular stress states for toxicology using single-cell transcriptomics
**Source:** NAM J. 2025 Aug 26;1:100046. doi: 10.1016/j.namjnl.2025.100046
**Supplement:** Supplementary file 2

# Decoding cellular stress states for toxicology using single-cell transcriptomics

## SUPPLEMENTARY INFORMATION

Imran Shah<sup>1\*</sup>, David Gallegos<sup>1^</sup>, Brian Robinette<sup>1</sup>, Bryant A. Chambers<sup>1#</sup>, Dennis J. Eastburn<sup>2Δ</sup>, Douglas A. Bell<sup>3±</sup>, Michelle R. Campbell<sup>3</sup>, Suzanne N. Martos<sup>3</sup>, Salvatore Camiolo<sup>2</sup>, Kevin S. White<sup>2</sup>, Nicole Martin<sup>2</sup>, Gioele Montis<sup>2</sup>, Joel McComb<sup>2</sup>, Bruce Seligmann<sup>2</sup>, Brian N. Chorley<sup>1</sup>

<sup>Δ</sup>Current Address: Natera, Inc., San Mateo, CA, USA.

<sup>±</sup>Special Volunteer (retired), National Institute of Environmental Health Sciences - NIH

## Table of Contents

|                                                                                                          |           |
|----------------------------------------------------------------------------------------------------------|-----------|
| <b>Supplementary Methods</b>                                                                             | <b>3</b>  |
| <b>Comparison with 10X Genomics and Parse Biosciences.</b>                                               | <b>3</b>  |
| 10X Genomics Chromium Next GEM Single Cell 3' preparation and sequencing                                 | 3         |
| Parse Biosciences Single Cell Whole Transcriptome preparation and sequencing                             | 4         |
| Platform comparison                                                                                      | 6         |
| Implementation information                                                                               | 8         |
| <b>Figure S1: Single-cell transcriptomics data quality</b>                                               | <b>10</b> |
| <b>Figure S2: Platform comparison</b>                                                                    | <b>11</b> |
| <b>Figure S3: Chemical-induced Gene Expression: Single-Cell vs Bulk Effects</b>                          | <b>12</b> |
| <b>Figure S4: Relationship between the fraction of responsive cells and bulk differential expression</b> | <b>13</b> |
| <b>Figure S5: Expression of key stress-related genes across single-cell populations</b>                  | <b>14</b> |
| <b>Figure S6: Expression of key cell-type genes across single-cell populations</b>                       | <b>15</b> |

## Supplementary Methods

### Comparison with 10X Genomics and Parse Biosciences.

Single-cell transcriptomic technologies provide unparalleled insights into the gene expression heterogeneity of complex cell populations. These tools have become invaluable for understanding cellular phenotypes and their responses to various stimuli. Among the most widely adopted platforms are the 10X Chromium Single Cell 3' Gene Expression Kit v3.1 (10X Genomics, Pleasanton, CA) and the more recent Parse Evercode Whole Transcriptome Kit v1.3.1 (Parse Biosciences, Seattle, WA). Both technologies employ distinct microfluidic and molecular barcoding strategies to capture the transcriptome of individual cells. To evaluate the comparative performance of these platforms, we analyzed control HepaRG cells using the 10X Chromium and Parse Evercode kits as described below.

#### *10X Genomics Chromium Next GEM Single Cell 3' preparation and sequencing*

An untargeted single-cell poly-A-tailed whole transcriptomic measurement using the Chromium Single Cell microfluidic platform was further utilized to assess the effect of DMSO exposure in HepaRG after 24 hrs. Single-cell preparations were as described in the “Cells dissociation & fixation” section in the main text, however, they were not fixed before library preparation. Briefly, single-cell HepaRG suspensions were barcoded and prepped for sequencing using the Chromium Next GEM Single Cell 3' Reagent Kit A (v3.1; 10X Genomics), following the manufacturer's instructions, with an input of 10,000 cells per sample. Then nanoliter-scaled Gel Beads-in-emulsion (GEMs) were partitioned to capture single cells as well as a master mix of Illumina TruSeq Read 1 primers, 10X barcodes, unique molecule identifiers (UMI), poly(dT) primers, and reverse transcription enzymes, followed by cell lysing and a cDNA synthesis reaction. After contents were released from the GEMs, pooled barcoded cDNA was purified by silane magnetic beads and amplified by PCR. After fragmentation, Illumina Read 2, P5, P7, and a sample index were added to the pooled amplified cDNA before paired-end sequencing on an Illumina NovaSeq 6000, using an S2 flow cell. Sample library prep traces were verified and quantified on a Bioanalyzer High Sensitivity DNA chip (Agilent).

Raw data generated using the 10X Chromium were processed following a standardized pipeline. Libraries were sequenced on an Illumina platform, producing paired-end reads with 28 bp for Read 1 (containing cell and molecular barcode information), 91 bp for Read 2 (cDNA sequences), and an 8 bp index read for sample identification. The resulting BCL files were converted to FASTQ format using the Cell Ranger mkfastq tool, which also demultiplexed libraries based on sample index barcodes. Reads were then aligned to the human reference genome (GRCh38) using the STAR aligner embedded within the Cell Ranger software suite. Transcript quantification was performed by extracting unique molecular identifiers (UMIs), filtering out low-quality reads, and collapsing UMIs to account for amplification artifacts, yielding a digital gene expression (DGE) matrix for each cell. Cells with fewer than 500 detected genes or excessively high mitochondrial RNA content (>20%) were flagged for potential exclusion in downstream analyses. The pipeline generated several key outputs, including a filtered feature-barcode matrix of high-quality data, a raw matrix for all detected barcodes and genes, and quality control metrics summarizing sequencing performance, such as median genes per cell and sequencing saturation. Filtered data were exported in Matrix Market format for downstream analyses. FASTQ files for these samples are available on the NCBI Gene Expression Omnibus (GEO) under accession GSE305216.

#### *Parse Biosciences Single Cell Whole Transcriptome preparation and sequencing*

We also utilized a commercially available, single-cell whole transcriptomic “split-pool” approach using the Parse Biosciences Single Cell Whole Transcriptome kit (v1.3.1, Parse Biosciences, Seattle, WA). 

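The authors' deposited Parse table gave UMI counts of 62703 genes in 12976 cells of 8 sublibraries, with 47 sample names. The supplementary text names rotenone, an inhibitor of complex I of the mitochondrial respiratory chain, and the table also held cells treated with 6 other chemicals and cells in medium. Cells exposed to 0.2 µM rotenone came from 1 culture (753 cells, 121238123 UMIs) and cells exposed to 0.4 µM from 2 cultures of runs 5 and 6 (493 and 231 cells, 100497777 and 13720563 UMIs). Cells with at least 500 genes and at most 20% mitochondrial UMIs were used, which left 449 cells at 0.2 µM, 413 and 110 cells at 0.4 µM, and 250, 127, 311 and 93 DMSO cells of runs 3, 4, 5 and 6. UMIs were summed per culture and scaled to the culture's total (CPM). The totals were 97081214 at 0.2 µM, 93754929 and 7146777 at 0.4 µM, and 12552536, 3417334, 33404488 and 4819220 in DMSO. At 0.4 µM, genes were compared with DMSO by edgeR's quasi-likelihood test, with p-values adjusted over all tested genes by the Benjamini-Hochberg method. At 0.2 µM, with 1 culture, log2 ratios carry an exact 95% interval that covers counting error only. The paper states a single treated culture per condition, so the 4 DMSO samples and the 2 samples at 0.4 µM, counted here as cultures, may be repeats of 1 culture each, and the SDs and p-values between them may measure technical spread. The DMSO samples of runs 3 and 4 have no rotenone sample of the same run.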

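At 0.4 µM rotenone, several genes of stress responses were higher than in DMSO-treated HepaRG cells. Of 27 measured targets of the integrated stress response, which is driven by ATF4 and CHOP, 13 rose and 2 fell at an adjusted p under 0.05 from edgeR (14 and 2 when adjusted over the list alone). ATF4, the transcription factor of this response, lies on chromosome 22 from 39519695 to 39522683 of GRCh38 and rose from 52.4 ± 10.7 CPM (SD, n = 4 samples counted as cultures) to 359.8 ± 79.7 CPM (SD, n = 2), a log2 fold change of 2.77 (SE 0.23, adjusted p = 8.45e-07 from edgeR). PPP1R15A, which promotes removal of the phosphate from eIF2α (chromosome 19 from 48872212 to 48876059), rose from 52.8 ± 15.3 to 212 ± 139 CPM, with log2 differences of 0.70 within run 5 and 2.37 within run 6. GDF15, a secreted stress cytokine (chromosome 19 from 18374731 to 18389176), rose from 74.5 ± 4.87 to 182 ± 68.6 CPM (log2 1.29, SE 0.23, adjusted p = 3.15e-04 from edgeR). TRIB3, a pseudokinase induced by CHOP (chromosome 20 from 362835 to 397559), rose from 6.44 ± 1.69 to 17.8 ± 1.77 CPM (log2 1.45, adjusted p = 3.13e-04 from edgeR). Amino acid genes of the list rose as well, with log2 fold changes of 3.01 for asparagine synthetase (ASNS), 3.13 for the cystine transporter SLC7A11 and 2.67 for PSAT1 of serine synthesis. On the log2 scale INHBE, a subunit of activin, fell by 1.81 and PCK2, an enzyme of gluconeogenesis, fell by 1.36. With TMM factors neither passed the test (18 members higher and 0 lower). With DESeq2's size factors 19 members were higher and 2 were still lower. DDIT3, which encodes CHOP, was at 91.8 ± 17.9 CPM in DMSO and 64.2 ± 7.84 CPM at 0.4 µM (log2 -0.52, SE 0.23, adjusted p = 0.0686 from edgeR). The endoplasmic reticulum chaperone HSPA5 (log2 0.18), the autophagy receptor SQSTM1 (-0.53) and the hypoxia factor HIF1A (0.36) did not pass the test either. PLIN2, which coats lipid droplets (chromosome 9 from 19108375 to 19149290), fell from 160.0 ± 14.7 to 72.6 ± 2.72 CPM (log2 -1.14, SE 0.21, adjusted p = 4.27e-04 from edgeR). Of 18 heat shock genes, 14 rose and 0 fell, over all genes and when adjusted over the list alone; HSPH1 rose by 3.16 on the log2 scale, HSPA1B by 2.74 and HSPA1A by 2.20. With camera at a preset correlation of 0.01, the integrated stress response list was higher than other genes (adjusted p = 1.16e-06), as was heat shock (4.21e-09), but with adjusted p = 0.240 and 0.356 with an estimated correlation.

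**Figure D2:**
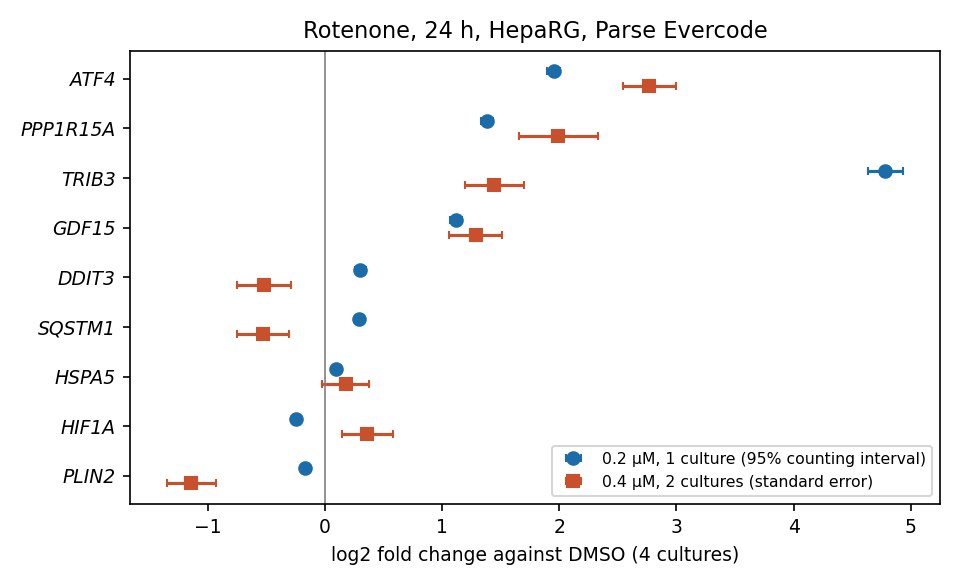
Log2 fold change against DMSO (vertical axis) of genes that the paper names for rotenone or stress (horizontal axis), at 0.2 µM (1 culture, bars show the 95% counting interval) and at 0.4 µM (2 cultures against 4 of DMSO, bars show the SE). ATF4, PPP1R15A, TRIB3 and GDF15 lie above 0 at each dose, and TRIB3 is highest at 0.2 µM.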

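Several nuclear genes for complex I were higher at 0.4 µM rotenone, and most protein-coding genes of the mitochondrial genome were lower. Of 37 nuclear genes for subunits of complex I, 22 rose and 1, NDUFB1, fell, over all genes and when adjusted over the list alone (29 and 0 with TMM factors, 31 and 0 with DESeq2's size factors, so the fall of NDUFB1 depended on the scaling), and NDUFA12 went from 17.3 ± 1.61 CPM in DMSO (SD, n = 4) to 87.9 ± 25.2 CPM (SD, n = 2; log2 2.35, SE 0.22, adjusted p = 2.31e-06 from edgeR). The median log2 fold change of the complex I list was 0.81, while among all genes with at least 50 CPM it was 0.86 for those under 10 kb, 0.51 for those of 10 to 100 kb and -0.76 for longer ones. Of the 13 protein-coding genes of the mitochondrial genome, 0 rose and 10 fell (0 and 10 when adjusted over the list alone), among them MT-ND3, which fell by 2.43 and MT-CO3, which fell by 1.95 on the log2 scale. For MT-ND3 the log2 differences were -2.45 within run 5 and -3.02 within run 6, and the DMSO culture of run 4 was low in mitochondrial RNA. Over all cells, the 13 genes together took a median of 1.28% and 1.32% of the UMIs at 0.4 µM in runs 5 and 6. In DMSO they took 2.33% and 1.75% in these runs, and 0.580% in run 4. The mitochondrial ribosomal RNAs took 13.77% against 13.82% in DMSO in run 5, and 19.1% against 10.6% in run 6. The fall was therefore not one of all mitochondrial RNA. Mitochondrial chaperones and proteases, a list that shares HSPD1 and HSPE1 with the heat shock genes, had 7 of 10 members higher and 1 lower (7 and 1 when adjusted over the list alone), with log2 fold changes of 1.73 for HSPA9 and 1.24 for HSPD1. Of 19 hypoxia genes, 8 rose and 2 fell (8 and 2 when adjusted over the list alone), with the histone demethylase KDM3A at log2 3.16. Camera gave an adjusted p of 2.05e-06 for the complex I list, 0.0121 for the mitochondrial chaperones and 0.00430 for hypoxia, but adjusted p = 0.410, 0.356 and 0.410 with an estimated correlation, and it did not call the mitochondrially encoded list (0.169). Nuclear-retained RNAs had 1 of 8 members higher and 7 lower (1 and 4 with TMM factors), and those other than MALAT1 took a median of 0.300% and 0.141% of the UMIs of a cell in the 2 samples at 0.4 µM, against 0.639% to 0.852% in the DMSO samples of runs 3 to 6 and 1.53% at 0.2 µM, so the make-up of the RNA differed as well. Genes of several liver functions were lower. UMIs were summed over whole cultures, so the test cannot separate lower expression per cell from a different mix of cells. All 12 measured genes of bile acid synthesis and transport fell, over all genes and when adjusted over the list alone (camera adjusted p = 0.00144; adjusted p = 0.428 with an estimated correlation), among them the bile salt export pump ABCB11, from 24.9 ± 9.05 to 0.881 ± 0.850 CPM (log2 -4.43, SE 0.53, adjusted p = 1.30e-05 from edgeR). Of 18 genes of drug metabolism, 12 fell and 2 rose (13 and 2 when adjusted over the list alone; camera adjusted p = 0.0163; adjusted p = 0.459 with an estimated correlation), and CYP3A5 went from 1947 ± 129 to 251 ± 181 CPM (log2 -2.95, SE 0.39). Of 10 hepatocyte transcription factors, 0 rose and 6 fell (0 and 6 when adjusted over the list alone; 0 and 4 with TMM factors, 2 and 4 with DESeq2's size factors), HNF4A from 109.8 ± 18.8 to 34.4 ± 14.6 CPM (log2 -1.66, adjusted p = 2.24e-04 from edgeR). ALB, the albumin gene, was at 8986 ± 4879 CPM in DMSO and 8418 ± 4299.7 CPM at 0.4 µM (log2 -0.09, adjusted p = 0.862 from edgeR), with log2 differences of 0.50 within run 5 and -1.58 within run 6. The cholangiocyte markers KRT19 (log2 -0.40), SOX9 (-0.28) and CFTR (0.07) did not pass the test, and SCTR, the secretin receptor, fell by 2.09 on the log2 scale. Markers of stellate cells or fibroblasts had 0 of 9 higher and 7 lower (0 and 8 when adjusted over the list alone; 0 and 4 with TMM factors), with COL3A1 at 70.9 ± 38.3 CPM in DMSO and 8.47 ± 4.06 CPM at 0.4 µM.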

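Among all 23277 genes tested at 0.4 µM rotenone, 4111 were higher and 8930 lower than in DMSO at an adjusted p under 0.05 from edgeR, and 12842 of these calls had one direction in both runs. Among the 5438 genes with at least 50 CPM, 1528 were at least 2-fold higher and 1590 lower, with a median log2 fold change of 0.09. The median log2 fold change of all genes was -0.57 when counts were divided by the total, and -0.11 with TMM factors, a shift of 0.46. TMM gave 6059 higher and 6209 lower, and DESeq2's size factors 6355 and 6192. With TMM factors, 18 integrated stress response genes were higher and 0 lower, 29 and 0 of complex I, 12 and 2 of hypoxia, and 0 and 7 of the mitochondrially encoded genes. DESeq2's size factors gave 19 and 2, 31 and 0, 13 and 2, and 0 and 7 for the same lists. The largest rises past the test among genes with at least 50 CPM included the uncharacterized MGC4859 (log2 7.23, SE 0.31, adjusted p = 4.73e-08 from edgeR) and the circadian repressor NR1D1 (chromosome 17 from 40092793 to 40100589), which rose from 21.8 ± 9.03 to 1298 ± 617 CPM. The largest falls included MIR122HG, the host gene of the liver microRNA miR-122 (chromosome 18 from 58445788 to 58453766), from 146 ± 41.9 to 1.88 ± 0.677 CPM (log2 -6.14, SE 0.39, adjusted p = 2.60e-07 from edgeR). Apoptosis genes went both ways, with 6 higher and 6 lower of 16 (6 and 6 when adjusted over the list alone; 6 and 4 with TMM factors). The pro-apoptotic BCL2L11 and BBC3 rose (log2 3.74 and 2.54) and the anti-apoptotic BCL2 and MCL1 fell (log2 -3.05 and -1.63). Targets of p53 (camera adjusted p = 0.0163; adjusted p = 0.428 with an estimated correlation) had 9 higher and 5 lower of 20 (9 and 5 when adjusted over the list alone; 10 and 2 with TMM factors). GADD45B (log2 2.31) and PCNA, a DNA replication clamp (2.71), rose, and the repair gene DDB2 fell by 1.80 on the log2 scale. Cell cycle genes had 7 of 20 higher and 0 lower (6 and 0 when adjusted over the list alone; 11 and 0 with TMM factors; camera adjusted p = 0.00238; adjusted p = 0.558 with an estimated correlation), and among the DMSO cultures MKI67 ranged from 20.1 to 231 CPM. NRF2 targets had 7 higher and 4 lower of 23 (7 and 4 when adjusted over the list alone; 13 and 3 with TMM factors), and HMOX1, heme oxygenase, went from 6.93 ± 1.60 to 96.5 ± 90.9 CPM, with log2 differences of 1.76 within run 5 and 4.33 within run 6. Of 23 genes of endoplasmic reticulum protein folding, 6 rose and 3 fell (6 and 3 when adjusted over the list alone; 9 and 2 with TMM factors), and of 20 genes of cholesterol synthesis 1 rose and 11 fell (1 and 11 when adjusted over the list alone; 2 and 4 with TMM factors). The chemokine CXCL8 fell from 168 ± 42.8 to 20.7 ± 4.16 CPM, while the NF-κB inhibitor NFKBIA rose (log2 2.40). Camera did not call the apoptosis, NRF2, protein folding and cholesterol lists.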

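At 0.2 µM rotenone (1 culture), the integrated stress response list stood highest among the gene lists. Of its 28 measured members, 18 were at least 2-fold higher and 3 at least 2-fold lower than in DMSO, and its median log2 ratio of 1.69 was above all 10000 random lists of similar expression. TRIB3 was at 190.3 CPM, a log2 ratio of 4.78 (95% counting interval 4.63 to 4.93), ASNS at 275 CPM (4.59, interval 4.48 to 4.71), ATF4 at 229 CPM (1.95) and GDF15 at 158 CPM (1.12). DDIT3 had a log2 ratio of 0.30 (interval 0.26 to 0.35) and PLIN2 of -0.17 (interval -0.20 to -0.13). Genes of drug metabolism had 14 of 20 members at least 2-fold lower and 0 higher (median -2.38), and bile acid genes 12 of 13 lower and 0 higher (median -2.35). Medians below the 95% range of random lists were also those of mitochondrially encoded genes (-1.61), secreted hepatocyte proteins (-1.09), hepatocyte transcription factors (-1.27), acute phase genes (-1.14), fatty acid synthesis (-0.97), cholesterol synthesis (-0.45) and immediate early genes (-0.97). Heat shock genes (median 0.16, 6 higher and 2 lower of 18) and nuclear complex I genes (0.28, 5 and 0 of 37) lay within that range. Among the 5515 genes with at least 50 CPM and 50 UMIs in the higher condition, 1057 were at least 2-fold higher and 905 lower, and 1055 and 896 of these lay outside every DMSO culture, but with a minimum of 10 CPM 1932 were higher and 2326 lower, and with no minimum 5126 and 13402. From 0.2 to 0.4 µM, 778 genes were at least 2-fold higher and 1112 lower of 5303, but 1381 and 752 with TMM factors and 1290 and 792 with DESeq2's size factors. In that step the integrated stress response list had a median of -0.88 with 13 members lower and 1 higher, and TRIB3 a log2 ratio of -3.51, against 0.44 for ATF4. The long non-coding RNA NEAT1 was at 15109 CPM at 0.2 µM, 6565 ± 976 CPM in DMSO (SD, n = 4) and 1965 ± 789 CPM at 0.4 µM (SD, n = 2). Medians above the 95% range of random lists in the step were those of bile acid (0.83), p53 (0.71), cholangiocyte and progenitor (0.67, with 1 member at least 2-fold higher and 3 lower), heat shock (0.66), endoplasmic reticulum protein folding (0.55), complex I (0.39) and cell cycle genes (0.27). This range covers the choice of genes and not the spread between cultures. In each of 6 single cultures with tert-butylhydroquinone or brefeldin A, 7 to 15 of 30 lists also lay outside it. At 3 µM tert-butylhydroquinone the integrated stress response list was among them, with a median of 0.31. These cultures were treated, so they cannot separate a response from the spread between cultures. No DMSO culture was set against the others in this way. Within run 5, the only run that holds both doses, TRIB3 differed from DMSO by log2 4.50 at 0.2 µM and 1.05 at 0.4 µM. With the spread pooled over all rotenone and DMSO cultures, a test chosen after seeing the data, edgeR called 3260 genes higher and 4816 lower at 0.2 µM against DMSO, and 1416 and 3772 in the step. This test assumes that the 1 culture at 0.2 µM varies like the others. The simulation of 0.2 µM against DMSO changed only 200 of 23277 genes. Its share of false calls therefore does not carry over to these contrasts, in which many more genes were called. The step was not simulated.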

Like the other protocols, 24 hr rotenone exposure was performed in HepaRG using two doses (0.2 and 0.4  $\mu\text{M}$ ). To ensure enough cells were prepared for the protocol, 6-well plates instead of 24-well plates were used for culture, seeding at approximately  $3.5 \times 10^3$  cells/cm<sup>2</sup>. Single-cell preparations were as described in the “Cells dissociation & fixation” section in the main text, however, they were fixed using the Parse Cell Fixation kit (v1.3.0) before library preparation, following the manufacturer’s instructions. After dissociation, fewer than 4 million cells were used for the fixation protocol to avoid increased doublet rates

(averaged  $\sim 9 \times 10^5$  cells per sample at 93% viability). Cells were spun at 200 xg for 10 min at 4°C, and pellets were resuspended in kit Cell Buffer + 0.5% BSA. Cells were filtered through a 40 µm strainer and incubated in 4°C kit fixation solution after a 3X mix by pipetting and incubated on ice for 10 min. 4°C kit. Permeabilization solution was then added, mixed 3X by pipetting, and incubated 3 min on ice. Kit neutralization buffer was then added, the tube was inverted once to mix, and fixed cells were pelleted at 200xg for 10 min at 4°C. Pellets were then suspended to obtain a minimum concentration of 600 cells/µl, cells were then passed through a 40 µm strainer, and finally, DMSO was added slowly over 3 steps, with a 3X flick mix and 1 min incubation with each aliquot. Cells were then counted and then slow frozen to -80°C storage until prepped for sequencing.

Library preparation was performed with the Parse Biosciences Single Cell Whole Transcriptome kit (v1.3.1), following the manufacturer's instructions. Briefly, approximately  $2 \times 10^3$  cells were loaded per well, after thawing the fixed samples in a 37°C heat block. 

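In the deposited table the number of cells recovered per culture ranged from 2 to 2365 over the 47 sample names. The 8 cultures of run 1 held 100 cells in all, the 12 of run 3 held 6209, the 18 of run 4 held 3231, the 5 of run 5 held 2692 and the 4 of run 6 held 744. Cells of the named chemicals and DMSO came to 10639 in 37 cultures, and the cells in medium or with troglitazone, whose conditions could not be matched between the labels and the text, to 2337 in 10 cultures. Cultures with fewer than 30 cells within the limits on genes and mitochondrial UMIs were left out of the comparisons.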

Samples were then barcoded in four "split, then pool" rounds. In round 1, cells were reverse transcribed, and barcodes were added in situ using primers. Samples were then pooled and redistributed, and another round (2) of barcodes was added by ligation. Again, samples were pooled and redistributed, and a third round of barcodes was added using an in situ round of ligation. After each pooling, cells were spun in a swing-bucket centrifuge for 10 min at 200 xg at 4°C, where indicated. 

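Each sublibrary is an aliquot of the pooled cells and so holds cells of all treatments. In the deposited table the 8 sublibraries held between 1441 and 1775 cells and between 113568564 and 148157553 UMIs, with a median of 38448 to 54722 UMIs per cell. DMSO-treated cells numbered 92 to 131 in each. The spread between sublibraries is therefore technical.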

Finally, a sublibrary barcoding was distributed using eight aliquots of the round 3 pool, adding 8 Illumina indices after lysing the aliquots. No more than  $1.3 \times 10^4$  cells were added to each sublibrary based on counts performed before the final barcoding. Afterward, barcoded cDNA was bead-purified, template-switched, amplified, and SPRI bead clean-up was performed. Sublibraries were then quality checked on a Bioanalyzer and quantified. Subsequently, 100 ng of each sublibrary amplified cDNA was enzyme fragmented, end-repaired, and A-tails were added. Fragmented sublibraries were then double-sided SPRI bead selected, indexing adapters were ligated, SPRI beads cleaned, and then amplified using Illumina indices. After a post-amplification double-sided SPRI bead clean-up, sequencing libraries were quality checked on a Bioanalyzer and quantified High Sensitivity DNA chip (Agilent). Sequencing was performed on the 8 sublibraries using the paired-end protocol on an Illumina NovaSeq 6000 with an S4 flow cell.

Raw data generated using the Parse Biosciences Single Cell Whole Transcriptome Kit v1.3.1 (Parse Biosciences, Seattle, WA) were processed following the Parse Biosciences pipeline, optimized for split-pool combinatorial barcoding data. Libraries were sequenced on an Illumina platform, producing paired-end reads with 150 bp for both Read 1 and Read 2, where Read 1 contained the combinatorial barcodes and Read 2 captured the cDNA sequence. The sequencing data were demultiplexed to generate FASTQ files for downstream processing. Raw FASTQ files were processed using the Parse Biosciences pipeline, which first identified and extracted cell-specific barcodes from Read 1 to assign reads to individual cells. Reads were then aligned to the human reference genome (GRCh38) using a splice-aware aligner to map gene expression accurately. 

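The gene identifiers of the deposited table are Ensembl identifiers with gene symbols. Of its 62703 identifiers, 62625 were in GENCODE 44, the GRCh38 annotation used here for positions and gene classes, and 61900 had the same symbol there. The 78 identifiers without a match took a median of 0.0330% of the UMIs of a DMSO-treated cell. Symbols shared by several identifiers covered 1770 identifiers, which were kept apart by identifier. The annotation and the pipeline version behind the table are not given in the sources used here.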

Unique molecular identifiers (UMIs) were extracted, and PCR duplicates were removed by collapsing identical UMIs associated with the same gene. This process generated a digital gene expression (DGE) matrix representing the counts of unique transcripts per gene per cell. 

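Counted over all MT- genes, 4570 of the 12976 cells of the deposited table had over 20% mitochondrial UMIs, with a median of 17.8% (quartiles 13.9% and 21.8%). Over the 13 protein-coding mitochondrial genes alone, 0 cells exceeded 20% and the median was 1.86%. The cell with the fewest genes held 1838 genes. Cells that met both limits, of at least 500 genes and at most 20% mitochondrial UMIs, came to 8406 (64.8%, exact 95% interval 64.0% to 65.6%), and to 783 of the 934 DMSO-treated cells (83.8%, 81.3% to 86.1%). By rotenone culture, 59.6% passed at 0.2 µM, and 83.8% and 47.6% at 0.4 µM in runs 5 and 6.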

Quality control filtering was performed to remove low-quality cells, such as those with fewer than 500 detected genes or excessively high mitochondrial RNA content (>20%). The pipeline output included a filtered DGE matrix, gene and cell-level quality control metrics summary, and sequencing performance statistics. 

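Leiden clustering of the 8406 Parse cells gave 15 clusters at a resolution of 1.0 on 2000 variable genes. A hepatocyte-like cluster of 669 cells (85 from DMSO) had all 15 hepatocyte markers at least 2-fold above the other cells, with ALB at 20630 CPM and CYP3A4 at 292 CPM. A cluster of 1401 cells (145 from DMSO) had 8 of 10 markers of stellate cells or fibroblasts at least 2-fold higher, among them the collagen gene COL3A1 at 235 CPM and decorin (DCN) at 104 CPM, with COL1A2 at only 1.71 CPM. The cholangiocyte marker KRT19 (116 CPM) and the endothelial markers PECAM1 (29.6 CPM) and KDR (136 CPM) were also highest there, so the markers did not settle its cell type. All 8 proliferation markers were at least 2-fold higher in clusters 6, 7 and 8, of 361, 488 and 327 cells, in which the proliferation marker MKI67 stood at 1289, 432 and 1031 CPM, and run 3 gave 82.3%, 68.6% and 75.5% of their cells. Most rotenone-treated cells fell in clusters without DMSO cells. Cluster 14 held 442 of the 449 cells at 0.2 µM, and cluster 15 held 390 of 413 and 108 of 110 cells at 0.4 µM. Clusters 14 and 15 also held 69 cells that carried the label of another treatment. TRIB3, ASNS and IGFBP1 were among the leading genes of cluster 14, and FAM222A and NR1D1 among those of cluster 15. Cluster 13 held 233 cells, among them 188 of the run 3 culture and 29 of the 37 cells of the run 4 culture with 20 µM cycloheximide, an inhibitor of translation. No cluster was named cholangiocyte, since KRT7 ranged from 0.209 to 2.74 CPM over the clusters and KRT19 from 11.7 to 116 CPM. Cluster 14, whose rotenone-treated cells came mostly from 1 culture, may reflect that culture rather than its dose.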

The resulting DGE matrix was exported in a standard format for downstream analyses in single-cell analysis tools such as Scanpy or Seurat, where normalization, dimensionality reduction, clustering, and visualization were conducted to investigate cellular heterogeneity and gene expression profiles. This processing protocol ensured the generation of high-quality, reproducible single-cell transcriptomic data using the Parse Biosciences split-pool barcoding approach. Raw sequencing data are available on the NCBI GEO under accession GSE306046.

### *Platform comparison*

Platform comparison between BioSpyder TempO-LINC, Parse Evercode, and 10X Chromium was conducted using cells treated with DMSO based on gene, transcript detection rates, and the percentage of ribosomal and mitochondrial genes per cell. Raw count matrices were generated for each platform downstream of the data processing to generate raw counts. Raw counts were exclusively used for the analysis, with no normalization or scaling applied to the datasets. Platform-specific count matrices were used to create individual Seurat objects for downstream

data processing. Prior to merging, the Seurat objects were filtered based on metadata annotations to retain only cells from DMSO-control-treated conditions. Cells with fewer than 5,000 UMIs were excluded from each dataset. To ensure consistent benchmarking, each platform-specific count matrix was then downsampled to a uniform depth of 5,000 UMIs using the `SampleUMI` command (`max UMI = 5000`). 

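SampleUMI of Seurat scales each count of a cell down to the target total, keeps its whole part and draws only the remainder at random. Applied to the 934 DMSO-treated Parse cells, it gave a median of 3023.5 genes per cell (culture medians 2941.5 to 3075, SD 56.8, n = 4). After removal of the mitochondrial and ribosomal genes, 2974 genes (SD 55.4, n = 4) and 4256 transcripts were left per cell. Its mitochondrial median was 14.4% and its ribosomal median 0.536%. It was run after the data had been seen, and the other values here come from thinning in which every UMI had the same chance of being kept.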

The downsampled datasets were annotated by platform and merged into a single Seurat object using the `merge` function. 

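Among the gene symbols of the Parse table, the prefix MT- matched 37 genes, namely 13 protein-coding genes, 22 transfer RNA genes and the ribosomal RNA genes MT-RNR1 and MT-RNR2. The transfer RNA genes took a median of 5.4e-04% of the UMIs of a DMSO-treated cell. The pattern ^RP[SL] matched 1518 genes, of which 87 encode ribosomal proteins and the others are mainly pseudogenes, with the RPS6K kinases among them. The hemoglobin pattern matched 15 genes.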

Gene quantification for mitochondrial, ribosomal, and hemoglobin transcripts was performed using the `PercentageFeatureSet` function, with the classifiers `'^MT-'` for mitochondrial genes, `'^RP[SL]'` for ribosomal genes, and `'^HB[^(P)]'` for hemoglobin genes. After initial comparisons, mitochondrial and ribosomal gene transcripts were removed from the dataset using string-based classification. Genes were identified using the `counts[which(grepl("^RP[SL]", rownames(counts))), ]` command and removed from the downsampled object using the `subset` command. Following this filtering step, comparison metrics were re-generated using the revised downsampled dataset without mitochondrial and ribosomal transcripts. All analyses were conducted using R version 4.3.0 and Seurat version 5.0.1, ensuring consistency in the platform-specific and merged dataset processing workflows.

## Implementation information

All analyses were conducted in Python 3 using a combination of libraries and custom scripts to facilitate data processing, visualization, and modeling. Single-cell transcriptomic analysis was performed using Scanpy (Wolf et al., 2018), a scalable toolkit for preprocessing, clustering, and visualization of high-dimensional single-cell data. Connectivity mapping analysis was conducted using the Generalized Connectivity Toolkit (gecco) package (Shah et al., 2022), which provides robust methods for evaluating relationships between gene signatures and stress response pathways (SRPs).

Data visualization utilized seaborn (Waskom, 2021) for statistical graphics, along with matplotlib (Hunter, 2007) and networkx (Hagberg et al., 2008) for hierarchical clustering and force-directed graph representations of cluster relationships. Statistical analyses, including regression models and significance testing, were implemented with SciPy (Virtanen et al., 2020), while machine learning algorithms and clustering methods, such as *k*-means clustering, were performed using scikit-learn (Pedregosa et al., 2011). For handling large-scale data, Dask (Rocklin, 2015) was employed to enhance parallel processing and computational efficiency.

This comprehensive computational framework combined specialized libraries with the gecco package to ensure rigorous and reproducible analysis of connectivity scores and cellular heterogeneity. The code is available from the authors upon request.

Wolf, F. A., et al. (2018). Scanpy: large-scale single-cell gene expression data analysis. *Genome Biology*, 19, 15.

Waskom, M. (2021). Seaborn: statistical data visualization. *Journal of Open Source Software*, 6(60), 3021.

Hunter, J. D. (2007). Matplotlib: A 2D graphics environment. *Computing in Science & Engineering*, 9(3), 90–95.

Virtanen, P., et al. (2020). SciPy 1.0: Fundamental algorithms for scientific computing in Python. *Nature Methods*, 17(3), 261–272.

Pedregosa, F., et al. (2011). Scikit-learn: Machine Learning in Python. *Journal of Machine Learning Research*, 12, 2825–2830.

Rocklin, M. (2015). Dask: Parallel computation with blocked algorithms and task scheduling. *Proceedings of the 14th Python in Science Conference (SciPy2015)*, 126–132.

Shah, Imran, et al. (2022). Navigating Transcriptomic Connectivity Mapping Workflows to Link Chemicals with Bioactivities. *Chemical Research in Toxicology* 35 (11): 1929–49.

Figure S1: Single-cell transcriptomics data quality

S1A. Knee plot

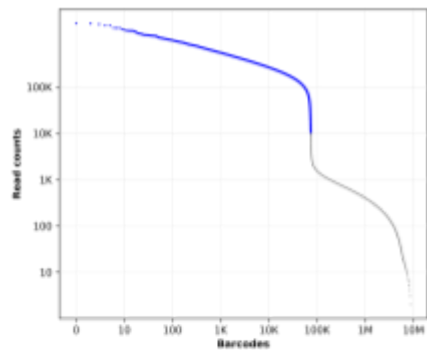

| Human Hepatocytes: 10,000 reads per cell threshold |                    |                  |                     |                  |
|----------------------------------------------------|--------------------|------------------|---------------------|------------------|
| Number of Reads                                    | Number of UMI      | Mapping Rate     | Avg. # Cells/Sample | # Detected Genes |
| 148,642 $\pm$ 6706.7                               | 17,635 $\pm$ 734.8 | 84.7 $\pm$ 0.6 % | 1547 $\pm$ 75.6     | 4837 $\pm$ 114.1 |

S1B. Read-depth, Mapped Reads and UMIs

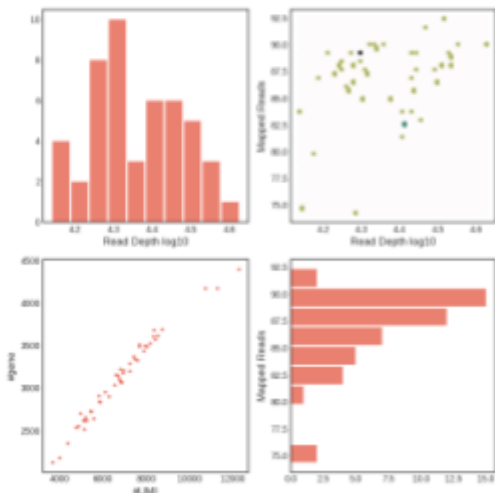

S1C. Number of Genes vs Reads Per cell

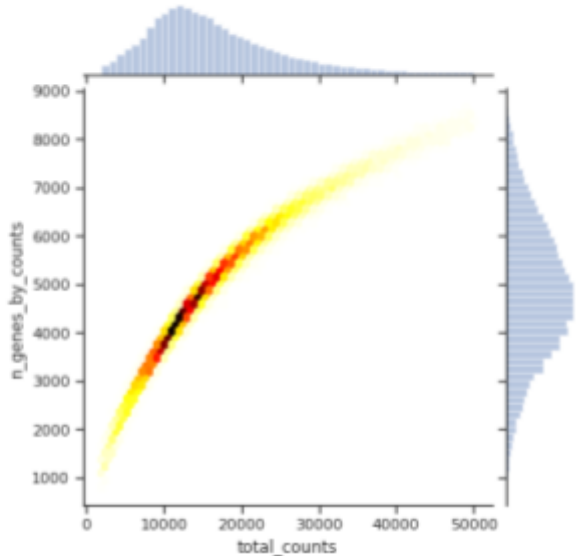

Evaluation of the quality of the single-cell transcriptomic data obtained using the TempO-LINC platform. Panel S1A illustrates a knee plot used to determine a threshold for cell calling, identifying a 10,000 reads per cell cut-off. Panel S1B shows metrics related to sequencing depth, including read-depth, the number of mapped reads, and Unique Molecular Identifiers (UMIs). Panel S1C depicts the relationship between the number of genes detected per cell and the number of reads per cell.

Figure S2: Platform comparison

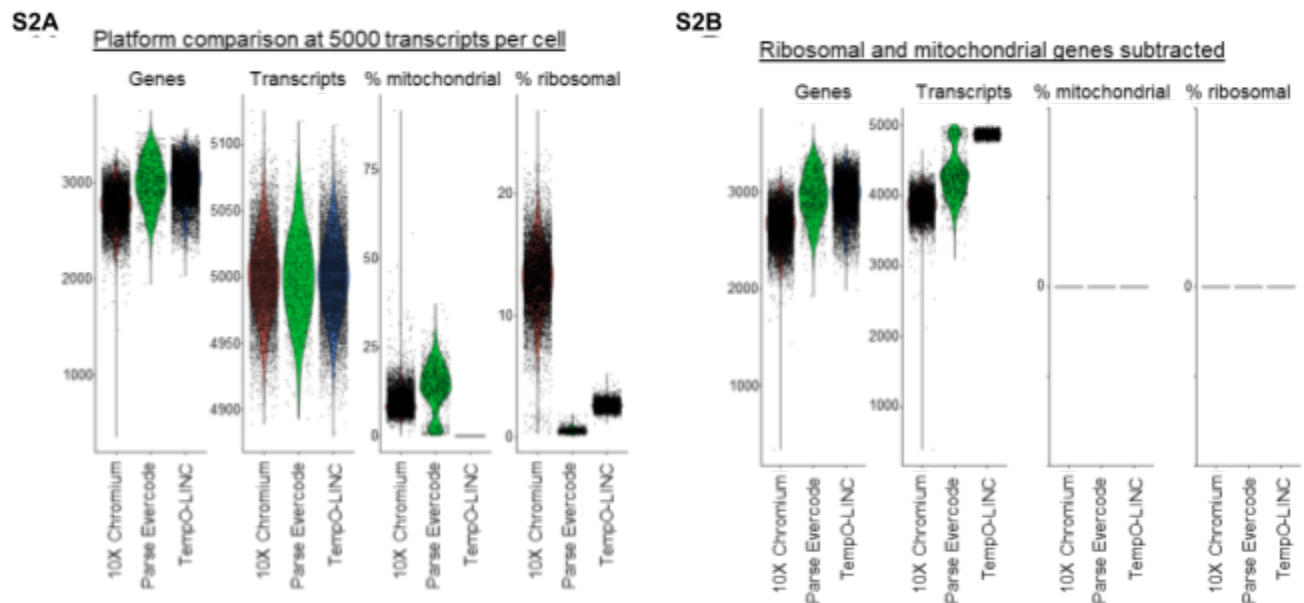

Performance comparison of three single-cell transcriptomics platforms: BioSpyder TempO-LINC, Parse Evercode (Whole Transcriptome Kit v1.3.1), and 10X Chromium Single Cell (3' Gene Expression Kit v3.1). Figure S2A shows the distributions of the number of genes per cell, number of transcripts per cell, percentage of mitochondrial genes, and percentage of ribosomal genes, all normalized to 5,000 transcripts per cell. Figure S2B presents the same distributions after subtracting mitochondrial and ribosomal genes from the analysis, allowing for a more focused comparison of gene and transcript detection.

Figure S3: Chemical-induced Gene Expression: Single-Cell vs Bulk Effects

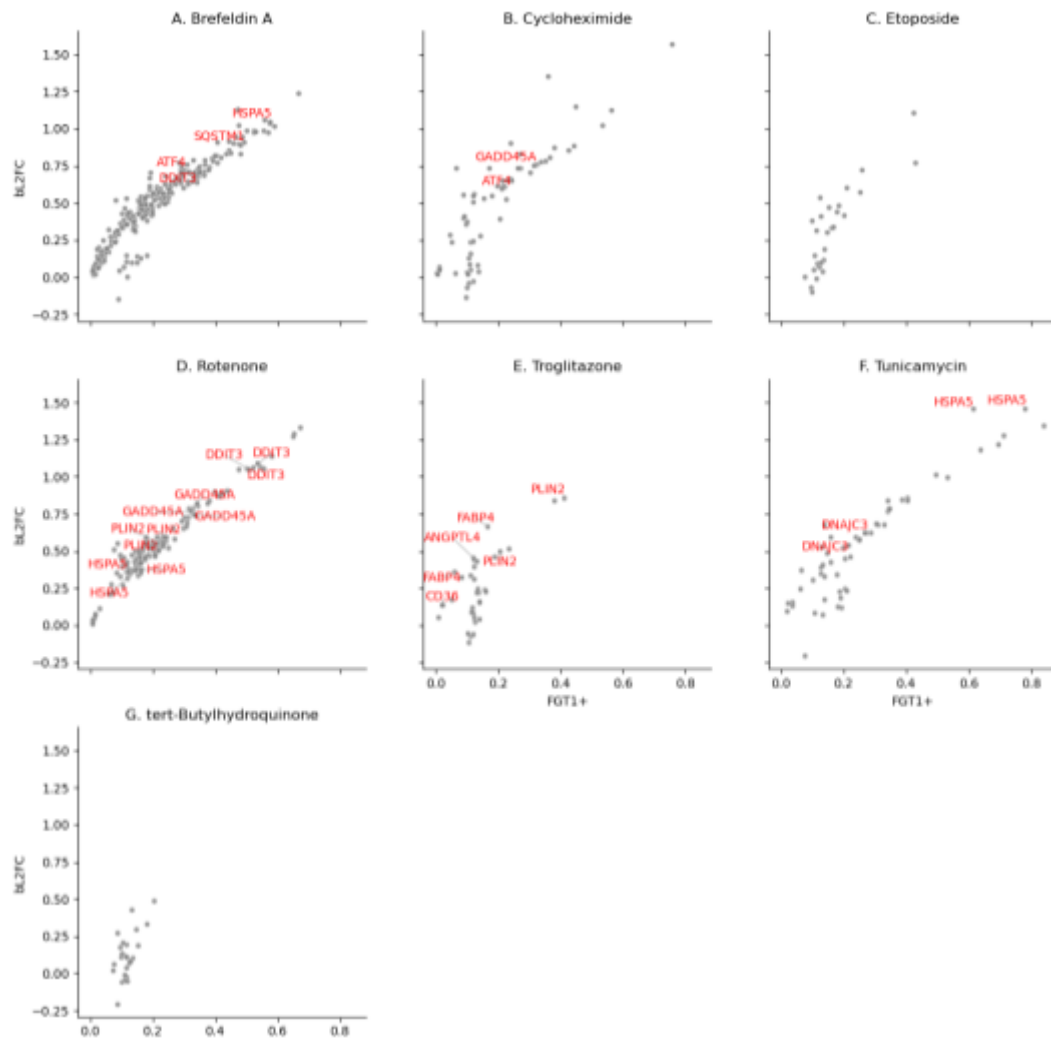

The scatterplots show gene-level responses to each chemical, with the x-axis representing the fraction of responsive cells (FCT1+) and the y-axis representing the bulk log<sub>2</sub> fold change (bL2FC). Each panel corresponds to a different chemical treatment. Only genes with statistically significant single-cell responses ( $p < 0.1$ ) are shown. Genes annotated as belonging to curated Stress Response Pathways (SRPs)—including UPR, OSR, HSR, DDR, APO, AUT, CCA, and PPARA—are labeled in red. All other genes are shown in grey. Annotated genes illustrate mechanistic relevance and pathway-specific transcriptional activation.

Figure S4: Relationship between the fraction of responsive cells and bulk differential expression

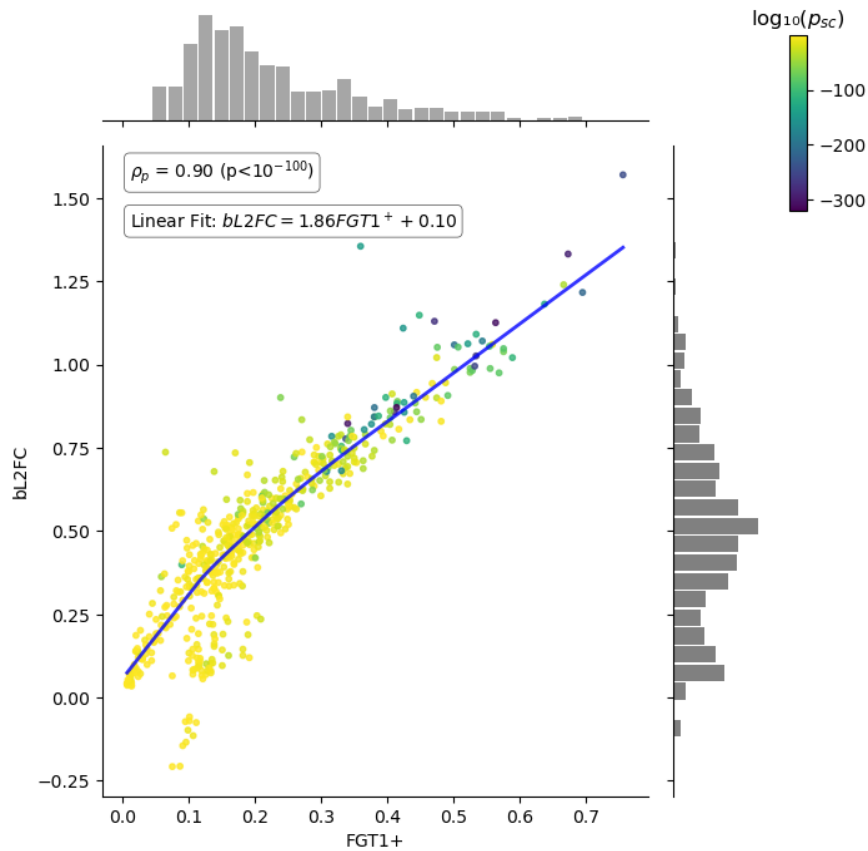

This scatterplot shows each gene's single-cell response (x-axis: FCT1+, the fraction of treated cells with  $\log_2$  fold change  $> 1$ ) against its bulk-level  $\log_2$  fold change (y-axis: bL2FC). Only genes with statistically significant effects in both single-cell and bulk measurements ( $sc\_p < 0.1$  and  $blk\_p < 0.1$ ) are shown. Points are color-coded by the  $\log_{10}$ -transformed p-value from the single-cell test ( $\log_{10}(p_{sc})$ ) using a viridis colormap. A linear regression line is overlaid with the equation  $bL2FC = 1.53 \cdot FCT1^+ + 0.07$ , and a LOWESS (locally weighted scatterplot smoothing) curve is shown in blue. The Pearson correlation coefficient ( $\rho_p$ ) was 0.94 ( $p < 10^{-100}$ ), indicating a strong linear relationship. Marginal histograms (30 bins) show the distribution of values along each axis, with counts plotted on a linear scale and labeled as "n". A colorbar is positioned in the lower right to illustrate the  $\log_{10}$ -scaled single-cell p-values.

Figure S5: Expression of key stress-related genes across single-cell populations

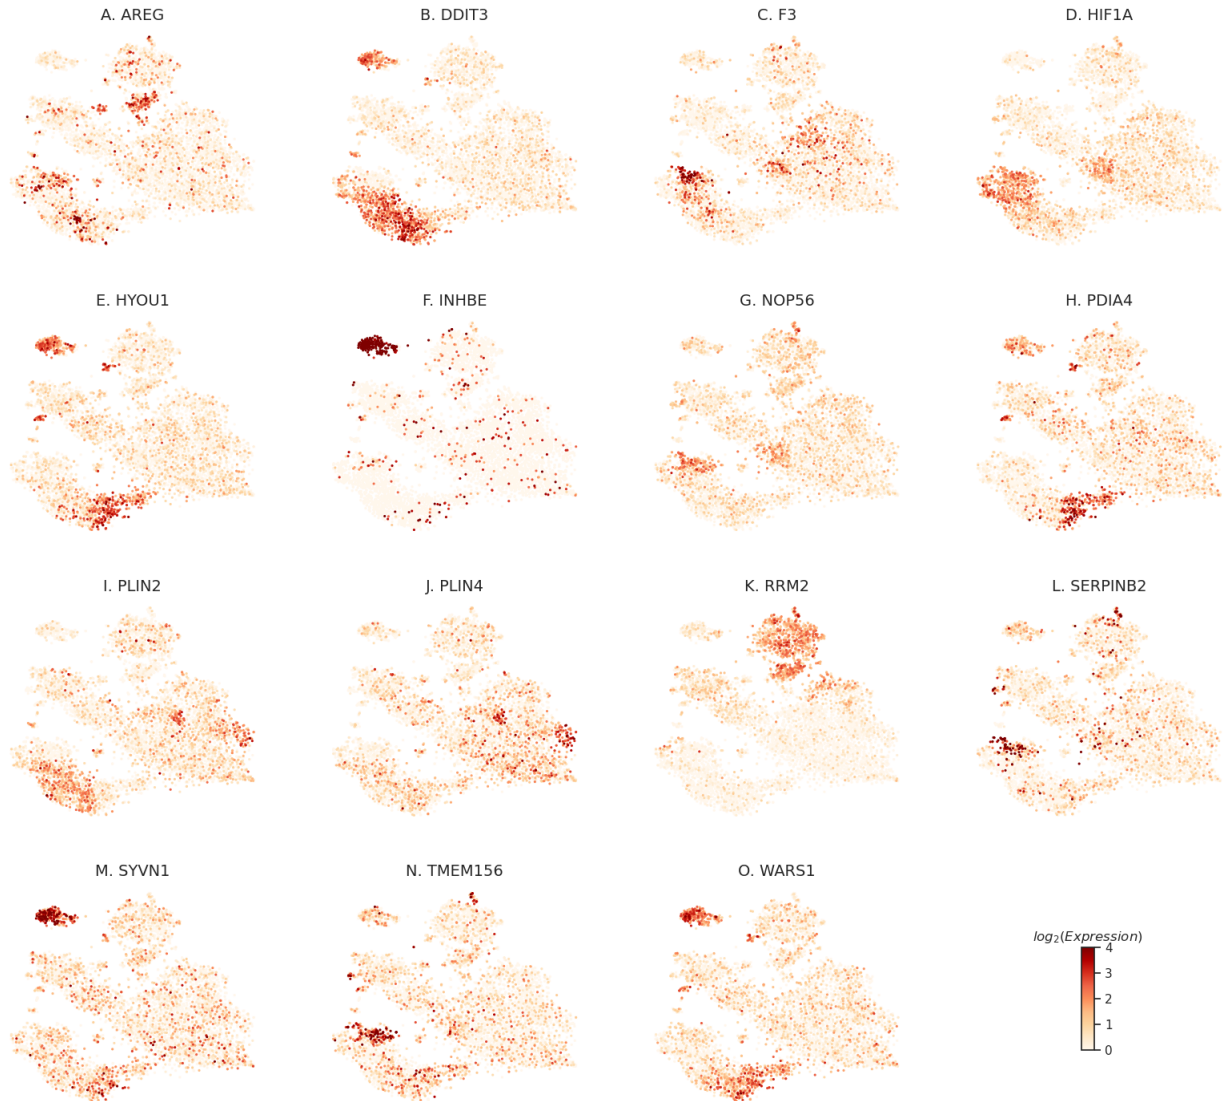

t-SNE plots showing expression patterns of selected genes across single cells. Each panel (A–O) represents one gene, with cells colored by  $\log_2$ -transformed expression levels (scale: 0–4). A shared colorbar at the bottom right indicates expression intensity. These plots highlight the variability and distribution of gene expression across the cell population.

Figure S6: Expression of key cell-type genes across single-cell populations

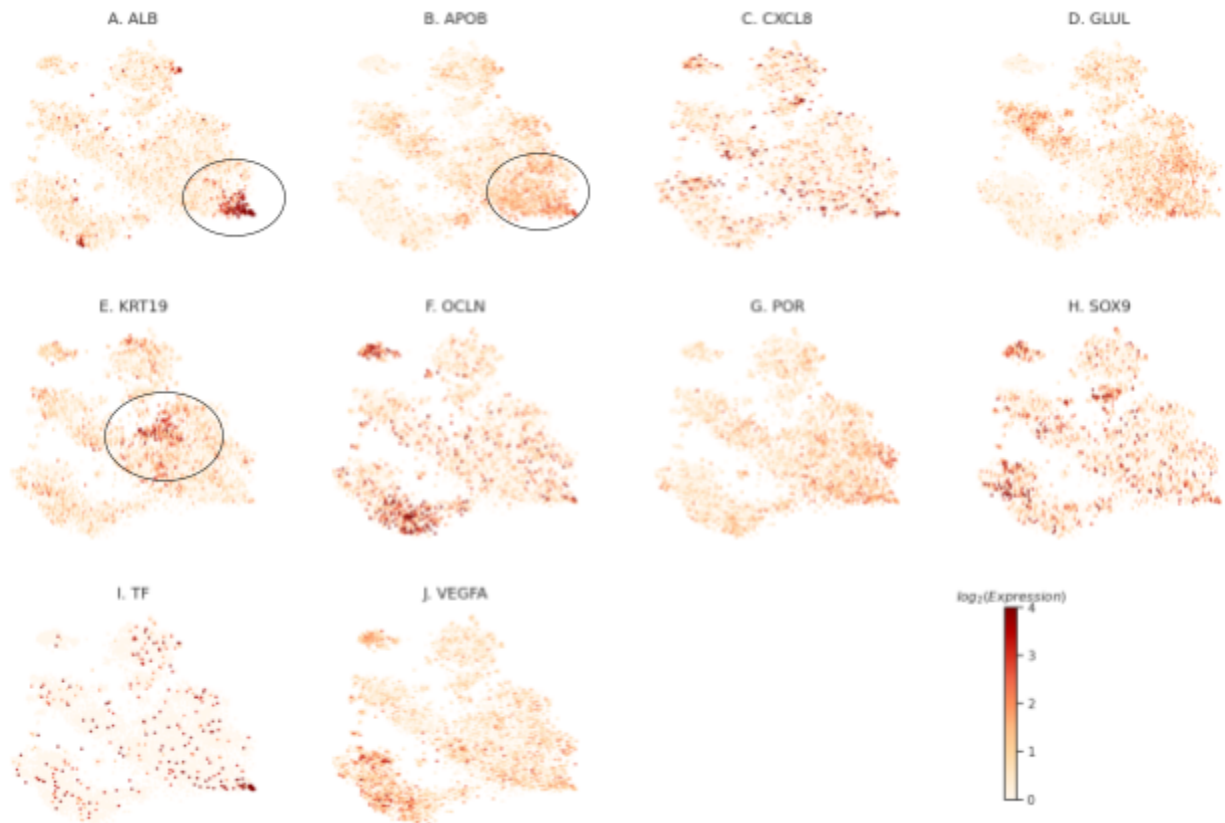

t-SNE plots showing expression patterns of selected cell-type-specific markers across single cells. Each panel represents one gene, with cells colored by  $\log_2$ -transformed expression levels (scale: 0–4). A shared colorbar at the bottom right indicates expression intensity. These plots highlight the variability and distribution of gene expression across the cell population. Figures S6A and S6B show putative subpopulations of hepatocytes, while Figure S6E shows putative cholangiocytes.

How the deposited data were processed for this re-analysis (not part of the article)

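The Parse Evercode experiment of HepaRG cells was analysed from the authors' deposited count matrix, in which each value is the number of UMIs of a gene in a cell, with its cell and gene tables. The authors' pipeline extracted barcodes and UMIs, aligned reads to GRCh38 and collapsed repeated UMIs, and its version and annotation are not given in the sources used here. The UMIs of each cell summed to the total that the cell table lists for all 12976 cells, and the numbers of genes matched for 12975 and differed by 1 gene in the other. The matrix held 1002686268 UMIs, with a median of 45221 per cell, at a median of 3.83 reads per UMI. Cells were assigned to a treatment and culture by the sample name in the cell table, and to the 8 deposited samples, which are sublibraries, by the end of their barcode. The labels give 1 batch for all samples, and the sample names carry run numbers that no source used here defines. The paper states 1 biological replicate per condition, while the cell table holds several sample names for DMSO, 0.4 µM rotenone and other treatments, which were counted as cultures, so the spread between them may be technical. Cells in medium or with troglitazone could not be mapped to a condition. They entered only the clusters, the counts of cells and the tests on cells low in mitochondrial RNA, there by sample name. TempO-LINC and 10X Chromium data were not analysed here.

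The platform values were medians over DMSO-treated cells with at least 5000 UMIs, thinned to 5000 UMIs per cell with a fixed seed, for the gene patterns that the supplementary methods give. For comparisons of treatments, cells with at least 500 genes and at most 20% mitochondrial UMIs were summed per culture, and cultures with fewer than 30 such cells were left out. With at least 2 treated cultures, genes kept by filterByExpr were tested against the 4 DMSO cultures with edgeR's quasi-likelihood test, scaled by the total count, at a Benjamini-Hochberg adjusted p of 0.05. With 1 treated culture, log2 ratios with exact conditional binomial 95% intervals were given, which cover counting error only, and genes were counted as 2-fold changed from 50 CPM and 50 UMIs on in the higher condition. The designs for DMSO and rotenone, 31 gene lists on stress responses, mitochondria, liver functions and cell types, the rule for named genes and the main alternatives were set before the data were examined. Lists were tested with camera at a preset correlation of 0.01 and with an estimated one, and with 1 culture by the percentile of their median among 10000 random lists matched on expression. Genes were named if the paper names them for rotenone, stress or liver cell types, if they were among the 10 largest rises or falls past the test with at least 50 CPM and 50 UMIs and one direction in every culture, or if they were among the 4 largest folds of a list with at least 3 members changed 2-fold in one direction. Other genes were named after their values were seen, among them INHBE, PCK2 and NDUFB1 as the members that went against their list. ENSG00000259001 and ENSG00000223786 were named as the only genes past the test at 2 µM cycloheximide and 0.1 µM tunicamycin. Clusters were made with Leiden at a resolution of 1.0 on 2000 variable genes from log counts scaled to 10000 per cell, and cell types were named from fixed markers. Scrublet, run per sublibrary, marked 3 of 12976 cells as doublets, which is too few to be a working estimate, so no cells were removed.

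On simulated data with 2 treated cultures, edgeR recovered 0%, 32%, 94% and 100% of 50 genes each changed 1.5, 2, 4 and 8-fold, with 7 false calls, and with 1 treated culture and a pooled spread 0%, 6%, 84% and 100%, with 13 false calls. These simulations changed only 200 of 23277 genes, so their shares do not carry over to contrasts with many more calls. Alternatives covered thinning, depth, cell and gene filters, scaling (TMM, DESeq2 size factors, mitochondrial and ribosomal genes left out), the mean over cells, DESeq2, each culture left out, and run as a block. Positions and gene classes came from GENCODE 44. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9 and scikit-learn 1.9.0, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Seurat 5.3.0.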

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

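Of the tests in this part, those on plate columns, on tunicamycin, on the depth and the treatment of cells low in mitochondrial RNA, on scaling and on gene length were chosen after the result was seen.

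The clusters of rotenone-treated cells also held 69 cells that carried the label of another treatment, 45 of them among 1434 cells of the run 3 culture and 13 among 206 of the run 4 culture with 0.001 µM tunicamycin, an inhibitor of protein glycosylation. A response to tunicamycin was argued against, since 0 of 637 cells at the higher doses of 0.01 and 0.1 µM stood in these clusters (exact upper 95% limit 0.577%), against 3.54% at 0.001 µM. Of the 69 cells, 66 (95.65%, interval 87.8% to 99.1%) were labelled with wells of the same plate column as a rotenone well of their cluster, but carry-over of whole cells was argued against, since 67 (97.1%, interval 89.9% to 99.7%) shared the barcodes of the second and the third round and the sublibrary with a cell of a rotenone well, against 4.47% of other cells. All 67 held fewer UMIs than that partner, with a median of 11089 against 483932 UMIs, so a wrongly read first barcode, which splits a rotenone cell into a pair of records, is a candidate explanation that these values fit. How a first barcode would be read wrongly within a plate column was not tested.

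Of the DMSO-treated cells of run 4, 61.7% (79 of 128) had under 3% mitochondrial UMIs, against 0% to 1.03% in runs 3, 5 and 6, and 3 further wells of run 4 beside it in plate order had such cells too (62.5% of 24 cells in medium, 43.9% of 187 with troglitazone and 75% of 76 with 0.2 µM cycloheximide), against 1.14% of 2816 cells in its other wells, where 21 of the 32 such cells came from the well with 0.1 µM tunicamycin (10.8% of 195 cells). Their treatments were argued against, with 0.335% (11 of 3285) under 3% among cells of the same treatments in other runs, and low depth as well, with 1.98% (2 cells, interval 0.241% to 6.97%) among DMSO cells of other runs below the median depth of the run 4 culture. A loss of cytoplasm stays open. Nuclear-retained RNAs other than MALAT1 took 1.082 times the share of the other DMSO cultures (1.30 times the lowest and 0.987 times the highest). MALAT1 took 4.62% against 3.43%, but also 4.29% in the run 4 DMSO cells with at least 3% mitochondrial UMIs. Over all 128 DMSO cells of run 4, long non-coding RNA genes took 18.2% of the UMIs of a cell against 12.3% to 13.8%. Nuclear protein-coding genes were higher there too (77.5% against 69.6% to 72.6%), so the long non-coding share alone cannot decide this. The handling of these wells stays open too and was not tested.

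At 0.4 µM rotenone, 4111 genes were higher and 8930 lower than in DMSO, in counts the paper does not report on, but among the 5438 genes with at least 50 CPM the split was nearly even, with 1528 at least 2-fold higher and 1590 lower (median log2 fold change 0.09). The greater depth of the rotenone cultures was argued against, since 65.24% of calls were lower after all cultures were thinned to 3417334 UMIs, as was gene length as the whole cause over all genes tested, since 69% of calls were lower among those under 10 kb. Gene length stays open among genes with at least 50 CPM, where 21.07% of calls were lower under 10 kb and 68.3% from 100 kb on, and the median log2 fold change of the long genes lay below that of the short ones by 0.90 in run 5 and by 1.80 in run 6. Scaling by the total count stays open, since 50.61% of calls were lower with TMM factors, which centre the fold changes and so decide nothing, and 65.99% with the mitochondrial and ribosomal genes left out of the total. Whether rotenone lowered the RNA content of most genes, which TMM would hide, was not tested, and these explanations stay open together.

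At 20 µM cycloheximide, an inhibitor of translation, 1197 genes were higher and 2487 lower than in DMSO by edgeR at an adjusted p under 0.05. At 2 µM cycloheximide 1 gene passed, ENSG00000259001 (5.70 CPM in DMSO, 91.5 and 587 CPM in the treated cultures), and at 0.1 µM tunicamycin 1 gene passed, ENSG00000223786 (15.8 and 128 CPM on average), each named after its values were seen. With run as a replicate block, 0 genes passed at 2 µM cycloheximide and 2 at 0.1 µM tunicamycin. Against only the DMSO cultures of the same runs, 0 passed at 2 µM cycloheximide.

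Among 203 named genes, 14 (6.90%) had a DMSO culture that stood apart from the other cultures, where chance gives about 1 in 20. In the run 4 culture RGS16 was at 0.293 CPM (0.797 to 0.898 in the others), HK1 at 6.44 (3.51 to 3.74), ENSG00000287778 at 180.8 (126 to 134), ENSG00000236212 at 394.8 (278 to 291) and LINC02015 at 514.4 (330.3 to 357). In the run 3 culture CDK1 was at 27.6 CPM (3.74 to 7.10), AKR1C1 at 432.3 (348 to 357) and PDK1 at 17.3 (19.3 in each of the others). In the run 5 culture NDRG1 was at 61.5 CPM (32.2 to 36.1), EGR2 at 43.1 (12.8 to 16.4) and SLC2A1 at 40.9 (26.9 to 28.9). In the run 6 culture PSAT1 was at 26.4 CPM (20.5 to 20.8), TUBA1C at 64.1 (89.1 to 90.9) and FETUB at 4.15 (2.28 to 2.39).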

How the results depend on the processing

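The alternatives for chemicals other than rotenone, SampleUMI, the block over all cultures and the tests with a pooled spread were chosen after the data were seen. Of 487 alternatives of counts and values, 402 stayed within their limit and 85 did not (the limit was 1.5 times for counts of genes, lists or clusters, 1 SD between cultures for medians and shares of cells, and the exact 95% interval for shares with 1 culture); of 3246 alternatives of 203 named genes, 3081 kept their direction and side of the threshold, 35 passed it newly, 129 no longer passed it and 1 reversed (POSTN at 0.4 µM rotenone, log2 0.12 as a mean over cells). The cause was not tested unless the setting itself shows it, as fewer UMIs or fewer cultures do. In DMSO cells the genes per cell were 1532 at 2500 UMIs, 4066.5 at 10000 UMIs, 745 from 2 UMIs on and 3023.5 with SampleUMI; without mitochondrial and ribosomal genes they were 1509, 4017, 729 and 2974. Transcripts left were 2122 at 2500 UMIs, 8494 at 10000 UMIs and 4862 with only the 13 protein-coding mitochondrial genes removed, whose share was 2.07%. A clustering resolution of 0.5 gave 9 clusters. At 0.4 µM rotenone, DESeq2's size factors gave 6355 genes higher, DESeq2 gave 5798 lower, and 0 lists were called with an estimated correlation. With a minimum of 10 CPM, 1932 genes were 2-fold higher and 2326 lower at 0.2 µM rotenone and 2663 lower from 0.2 to 0.4 µM; with no minimum, 5126, 13402 and 10261, and 7658 higher in that step, which TMM set at 1381 and size factors at 1290. Shares of cells above 2 times the DMSO mean, after thinning to 5000 UMIs, were 67.7% and 75.5% for ATF4 at 0.2 and 0.4 µM, 48.6% and 27.3% for DDIT3, 5.57% and 21.0% for HIF1A, 18.0% and 17.4% for HSPA5, 16.5% and 4.97% for PLIN2, 24.5% and 7.27% for SQSTM1, 59.0% and 4.97% for TRIB3, 0% and 0% for SERPINB2, and 55.7% for PPP1R15A at 0.2 µM, since few UMIs per gene remain. With no minimum count, 53, 139, 71, 16, 212, 57, 107 and 169 genes passed for cycloheximide at 0.2 and 2 µM, etoposide at 0.25, 2.5 and 25 µM and tunicamycin at 0.001, 0.01 and 0.1 µM. DESeq2 gave 53 at 2 µM cycloheximide, 3 and 12 at 0.25 and 25 µM etoposide, and 1 and 28 at 0.01 and 0.1 µM tunicamycin; a mean over cells gave 1 at 25 µM etoposide and 1 at 0.001 µM tunicamycin. Whether cultures of a run share effects stays open, since their deviations from the mean of a condition correlated at -0.50 to 0.67 (median 0.25) over 45 pairs of conditions in runs 3 and 4 and at -0.23 for DMSO and 0.4 µM rotenone in runs 5 and 6; with run as a replicate block, 0 and 2382 genes passed at 2 and 20 µM cycloheximide and 2 and 2 at 0.01 and 0.1 µM tunicamycin, and with only the DMSO cultures of the same runs 0 and 2179 at 2 and 20 µM cycloheximide. Leaving out 1 culture at a time gave 1 to 2 and 1634 to 3368 genes at 2 and 20 µM cycloheximide, and 0 to 1, 0 to 2 and 1 to 4 at 0.001, 0.01 and 0.1 µM tunicamycin. Without 1 DMSO culture at a time, 2-fold counts were 10 to 81 higher at 3 µM tert-butylhydroquinone, 9 to 39 higher and 8 to 41 lower at 30 µM, 17 to 109 lower at 0.001 µM brefeldin A, 14 to 177 higher and 17 to 30 lower at 0.01 µM, and 4 to 16 higher and 9 to 17 lower at 0.1 µM, mostly with the run 5 culture left out, which holds most DMSO UMIs. With no filter on cells, 2 genes were higher at 300 µM tert-butylhydroquinone and 13 at 0.01 µM brefeldin A. The alternative of cells with at least 5000 UMIs was void, since every cell held at least 7693.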

Differences from the paper's values

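The supplementary methods describe removing Parse cells with over 20% mitochondrial RNA, and 4570 of the 12976 cells of the deposited table were above that share when all MT- genes were counted. Sample names give troglitazone at 50 µM, above the paper's doses. The paper reports PLIN2 and DDIT3 induced by rotenone, HSPA5 by brefeldin A and ODC1 by cycloheximide, on TempO-LINC and partly at other doses. In Parse cells PLIN2 fell at the higher rotenone dose, and DDIT3 did not pass the test. At the highest doses ODC1 did not pass, and HSPA5 lay just above the DMSO cultures. GDF15, TRIB3 and PPP1R15A with rotenone, and NOP56 and HIF1A with cycloheximide, rose in both.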

Other observations

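The alternatives for the chemicals other than rotenone were chosen after the data were seen. At 20 µM cycloheximide (2 cultures against 4 of DMSO), genes of liver metabolism were lower. These sums over whole cultures cannot separate lower expression per cell from a different mix of cells either. Cholesterol synthesis had 0 higher and 19 lower of 20 (0 and 20 when adjusted over the list alone), drug metabolism 2 higher and 15 lower of 18 (2 and 15 when adjusted over the list alone), secreted hepatocyte proteins 0 higher and 14 lower of 20 (0 and 17 when adjusted over the list alone) and bile acid synthesis and transport 1 higher and 10 lower of 12 (1 and 11 when adjusted over the list alone). Camera gave adjusted p of 7.42e-22, 5.20e-14, 9.54e-12 and 6.47e-09 for these lists, and adjusted p = 0.0945, 0.0945, 0.306 and 0.0945 with an estimated correlation. AFM, which encodes the plasma protein afamin, fell from 236 ± 59.5 to 3.83 ± 2.38 CPM (log2 -5.70, SE 0.40, adjusted p = 4.39e-06 from edgeR). NOP56, a protein of ribosome assembly, rose from 56.0 ± 1.5 to 301 ± 129 CPM (log2 2.42, SE 0.24, adjusted p = 2.44e-05 from edgeR), as did HIF1A (log2 1.53) and CYP1A1, with log2 differences of 2.31 within run 3 and 5.24 within run 4. ODC1, ornithine decarboxylase, had a log2 fold change of -0.03 (adjusted p = 0.951 from edgeR). In all, 3684 genes passed at this dose, but 1634 without its run 3 culture and 2179 against only the DMSO cultures of runs 3 and 4.

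At 0.1 µM tunicamycin (2 cultures), genes of endoplasmic reticulum protein folding had a median log2 fold change of 0.57 and integrated stress response targets 0.66, with 0 of 23 and 0 of 26 past the test over all genes (9 and 11 higher when adjusted over the list alone). Camera gave adjusted p of 3.99e-25 and 8.41e-24, and adjusted p = 0.0791 and 0.0369 with an estimated correlation. WARS1, a tRNA synthetase, was at 21.7 ± 2.10 CPM in DMSO and 47.9 ± 4.08 CPM with tunicamycin (log2 1.13, adjusted p = 0.257 from edgeR). At 25 µM etoposide, a topoisomerase II poison (2 cultures), p53 targets had a median of 0.38 (camera adjusted p = 1.27e-13; adjusted p = 0.0824 with an estimated correlation), and PCNA was at 25.8 ± 3.64 CPM in DMSO and 51.5 ± 10.8 CPM with etoposide (log2 0.99, adjusted p = 0.945 from edgeR). By edgeR 0 genes passed at 0.25, 2.5 and 25 µM etoposide (814, 453 and 1043 at an unadjusted p under 0.05; 3, 0 and 12 with DESeq2), 0 at 0.001 and 0.01 µM tunicamycin (360 and 744; 0 and 1 with DESeq2) and 0 at 0.2 µM cycloheximide (542; 0 with DESeq2). With 1 culture each, 2-fold counts against DMSO were 12 higher and 14 lower at 3 µM tert-butylhydroquinone, 11 and 19 at 30 µM and 10 and 28 at 300 µM, and 3 and 68, 23 and 17, and 4 and 8 at 0.001, 0.01 and 0.1 µM brefeldin A, an inhibitor of transport from the endoplasmic reticulum. These counts depended on the DMSO cultures, since leaving out 1 of them gave up to 81 higher at 3 µM tert-butylhydroquinone, up to 177 higher at 0.01 µM brefeldin A and 17 to 109 lower at 0.001 µM. At 0.1 µM brefeldin A HSPA5 was at 383 CPM, against 288 to 378 CPM in the DMSO cultures, and at 300 µM tert-butylhydroquinone the NRF2 target AKR1C1 was at 349 CPM, against 348 to 432.3 CPM.

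Other gene lists at 0.4 µM rotenone were not called by camera. Fatty acid synthesis had 0 higher and 9 lower of 13 (1 and 10 when adjusted over the list alone), with ACACB at log2 -2.51 and PNPLA3 at -2.39, and secreted hepatocyte proteins had 0 higher and 5 lower of 20 (0 and 5 when adjusted over the list alone). Autophagy and lysosome genes had 6 higher and 2 lower of 16 (6 and 2 when adjusted over the list alone), with ATG5 at log2 1.76, and glycolysis 4 higher and 4 lower of 18 (4 and 4 when adjusted over the list alone), or 9 and 4 with TMM factors, with HK2 at log2 -2.01. Acute phase and inflammation genes had 3 higher and 7 lower of 16 (3 and 7 when adjusted over the list alone), immediate early genes 3 higher and 8 lower of 15 (3 and 8 when adjusted over the list alone), with FOSB at log2 -4.19 and JUND at 1.86 (4 and 7 with TMM factors, 6 and 6 with DESeq2's size factors), and lipid droplet genes and PPAR targets 2 higher and 5 lower of 17 (2 and 4 when adjusted over the list alone). The lipid droplet list turned with the scaling, to 4 higher and 3 lower with TMM factors and 4 and 4 with DESeq2's size factors, and its median log2 fold change went from -0.41 to 0.04 and 0.10. Extracellular matrix genes had 0 higher and 6 lower of 13 (0 and 5 when adjusted over the list alone), cytoskeleton genes 4 higher and 3 lower of 14 (4 and 3 when adjusted over the list alone), senescence genes 1 higher and 6 lower of 13 (1 and 6 when adjusted over the list alone), or 5 and 3 with TMM factors, and cholangiocyte genes 0 higher and 3 lower of 10 (0 and 3 when adjusted over the list alone). Endothelial genes had 2 higher and 1 lower of 5 (2 and 1 when adjusted over the list alone), immune genes 2 higher and 2 lower of 5 (2 and 2 when adjusted over the list alone) and nuclear-retained RNAs 1 higher and 7 lower of 8 (1 and 7 when adjusted over the list alone). TMM factors gave 0 lower immune genes, 4 lower nuclear-retained RNAs, 6 lower genes of fatty acid synthesis and 2 higher and 4 lower of the extracellular matrix.

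The paper's measure of responding cells, the share of treated cells above 2 times the mean of the controls, was defined on TempO-LINC data and was computed here on Parse cells. At 0.2 µM rotenone (1 culture) it was 94.7% for TRIB3, 92.4% for ATF4, 83.3% for PPP1R15A, 50.6% for GDF15 and 18.5% for DDIT3, against 15.0%, 10.8%, 14.2%, 13.3% and 14.0% of DMSO-treated cells. At 0.4 µM the lower and higher of the 2 cultures had 94.2% and 96.4% for ATF4, 28.2% and 32.7% for TRIB3, 47.2% and 91.8% for PPP1R15A, 29.1% and 71.8% for GDF15 and 0% and 0.484% for PLIN2. At 20 µM cycloheximide it was 79.0% for NOP56 (DMSO 11.0%) and 72.1% for HIF1A (DMSO 9.22%), and at 0.1 µM tunicamycin 34.4% for WARS1 (DMSO 15.5%). The rotenone cells of run 5 held more UMIs than DMSO cells of that run (medians of 116791 at 0.2 µM and 144422 at 0.4 µM against 68055), and a share counted in single cells moves with depth. After thinning to 5000 UMIs per cell, the shares at 0.2 µM were 59.0% (DMSO 3.71%) for TRIB3, 67.7% (DMSO 21.9%) for ATF4, 55.7% (DMSO 23.7%) for PPP1R15A, 52.8% (DMSO 28.7%) for GDF15 and 48.6% (DMSO 33.8%) for DDIT3, and at 0.4 µM 4.97% (DMSO 3.71%) for TRIB3, 75.5% (DMSO 21.9%) for ATF4 and 27.3% (DMSO 33.8%) for DDIT3.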
